# SAP domain-dependent Mkl1 signaling stimulates proliferation and cell migration by induction of a distinct gene set indicative of poor prognosis in breast cancer patients

**DOI:** 10.1186/1476-4598-13-22

**Published:** 2014-02-05

**Authors:** Irem Gurbuz, Jacqueline Ferralli, Tim Roloff, Ruth Chiquet-Ehrismann, Maria B Asparuhova

**Keywords:** Myocardin-related transcription factor-A (MRTF-A), Metastasis, Cancer progression, Prognosis, Gene regulation, Mechanical strain

## Abstract

**Background:**

The main cause of death of breast cancer patients is not the primary tumor itself but the metastatic disease. Identifying breast cancer-specific signatures for metastasis and learning more about the nature of the genes involved in the metastatic process would 1) improve our understanding of the mechanisms of cancer progression and 2) reveal new therapeutic targets. Previous studies showed that the transcriptional regulator megakaryoblastic leukemia-1 (Mkl1) induces tenascin-C expression in normal and transformed mammary epithelial cells. Tenascin-C is known to be expressed in metastatic niches, is highly induced in cancer stroma and promotes breast cancer metastasis to the lung.

**Methods:**

Using HC11 mammary epithelial cells overexpressing different Mkl1 constructs, we devised a subtractive transcript profiling screen to identify the mechanism by which Mkl1 induces a gene set co-regulated with tenascin-C. We performed computational analysis of the Mkl1 target genes and used cell biological experiments to confirm the effect of these gene products on cell behavior. To analyze whether this gene set is prognostic of accelerated cancer progression in human patients, we used the bioinformatics tool GOBO that allowed us to investigate a large breast tumor data set linked to patient data.

**Results:**

We discovered a breast cancer-specific set of genes including tenascin-C, which is regulated by Mkl1 in a SAP domain-dependent, serum response factor-independent manner and is strongly implicated in cell proliferation, cell motility and cancer. Downregulation of this set of transcripts by overexpression of Mkl1 lacking the SAP domain inhibited cell growth and cell migration. Many of these genes are direct Mkl1 targets since their promoter-reporter constructs were induced by Mkl1 in a SAP domain-dependent manner. Transcripts, most strongly reduced in the absence of the SAP domain were mechanoresponsive. Finally, expression of this gene set is associated with high-proliferative poor-outcome classes in human breast cancer and a strongly reduced survival rate for patients independent of tumor grade.

**Conclusions:**

This study highlights a crucial role for the transcriptional regulator Mkl1 and its SAP domain during breast cancer progression. We identified a novel gene set that correlates with bad prognosis and thus may help in deciding the rigor of therapy.

## Background

Most breast cancer patients die from tumor metastases and not from the primary tumor itself. Thus, the identification of genes and signaling pathways influencing the metastatic process are of utmost importance. Once the mechanisms leading to metastasis are uncovered, they can in the future serve as a rational basis for prognosis and intervention. From the beginning of its discovery, tenascin-C has been strongly associated with tumorigenesis and cancer progression in many different types of tumors (reviewed in [1,2]). Tenascin-C was not only enriched in breast cancer tissue [3,4], but its high expression was part of a gene signature of breast cancers metastasizing to the lung [5]. There is strong evidence that tenascin-C contributes to the metastatic behavior of breast cancer cells [6] by providing a niche for their settlement in the lung [7,8]. The source of tenascin-C can be the tumor cells themselves as well as the stromal cells of the cancer microenvironment. Downregulation of tenascin-C by miR-335 or shRNA in human cancer cells in a mouse xenograft model inhibits metastasis formation [7], and in tenascin-C-deficient mice, metastasis formation of tenascin-C positive cancer cells is also suppressed [9].

There are many signaling pathways inducing tenascin-C expression (reviewed in [10]). Among these, mechanical strain application *in vivo* as well as to cells in culture is a potent stimulus to induce tenascin-C expression in fibroblasts [11,12]. We have recently shown that induction of tenascin-C by cyclic mechanical strain requires the action of Mkl1 [13]. Mkl1 is a member of the myocardin-related transcription factor family (MRTF) and a well-known transcriptional co-activator of serum response factor (SRF) [14-16]. SRF target genes, which are regulated upon recruitment of MRTF cofactors, encode proteins involved in actin cytoskeletal function that can either be structural (for example, actin) or related to actin dynamics (for example, talin 1) (reviewed in [17,18]). However, Mkl1-mediated stretch-induced tenascin-C expression in fibroblasts did not require SRF, but instead depended on the potential DNA-binding SAP domain of Mkl1. This implies a novel mode of Mkl1 action as a *bona fide* transcription factor in mechanotransduction [13]. Interestingly, normal and transformed mouse mammary epithelial cells also appear to be highly sensitive to Mkl1 signaling, responding to Mkl1 overexpression with several fold induction of tenascin-C [13].

The present study was designed to find SAP-dependent Mkl1 target genes co-regulated with tenascin-C and to analyze whether such genes could be indicative of specific physiological states of cells that might be controlled by mechanotransduction. For our study, we made use of the HC11 mammary epithelial cell line. HC11 cells are capable of both self-renewal and differentiation and can be cultured for unlimited time in an undifferentiated state [19], the condition we used in our study. HC11 cells can reconstitute the ductal epithelium of a cleared mammary fat pad *in vivo* with ductal, alveolar and myoepithelial cells, illustrating their stem cell abilities [19,20]. In addition, HC11 cells contain a mutated p53 gene that not only increases the replicative potential of stem cells but confers predisposition to mammary carcinoma [21]. Undifferentiated HC11 cells share transcriptome signatures with human breast cancer [22], supporting the relevance of this model for breast cancer-related studies. We therefore concluded our study by investigating whether the genes co-regulated with tenascin-C would also be implicated in breast cancer progression.

## Results

### Screen for SAP-dependent Mkl1 target genes

We devised a screening method to identify genes co-regulated with tenascin-C by Mkl1 in a SAP domain-dependent manner without involvement of SRF. For this purpose, we used HC11 mammary epithelial cells that react strongly to the overexpression of Mkl1 with induction of tenascin-C expression [13]. We compared three HC11 strains that either overexpress the C-terminal red fluorescent protein (RFP)-tagged full length Mkl1 (HC11-FL), Mkl1-RFP with a mutated SRF-interaction site (HC11-mutB1) or Mkl1-RFP with a deletion of the SAP domain (HC11-ΔSAP). 

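Transcript levels of the 3 strains were measured on Affymetrix mouse gene arrays, with RNA from 3 cultures per strain that had been kept for 48 h in 0.03% FCS. The Mkl1 probeset lay at a mean log2 level of 9.95 ± 0.11 in HC11-FL (mean ± SD, n = 3), 9.83 ± 0.07 in HC11-mutB1 and 9.47 ± 0.07 in HC11-ΔSAP cells. This signal was lower in HC11-ΔSAP than in HC11-FL control cells (log2 fold change -0.48, SE 0.07, adjusted p = 0.0018), while HC11-mutB1 cells differed by -0.12 (adjusted p = 0.31). It comes from 1 probeset, which does not separate the construct from endogenous Mkl1, and whether its probes cover the sequence deleted in the ΔSAP construct was not examined. An exact permutation test of 3 against 3 arrays (two-sided) gave p = 0.1 and p = 0.2, where 0.1 is the smallest p such a test allows. Srf lay at 7.86, 7.78 and 7.86 in the same order, and Mkl2 at 8.49, 8.61 and 8.66. The authors deposited log2 values of 34760 probesets, normalized together by RMA. From these, limma was fitted with 1 mean per strain. As in the methods, a probeset passed with an adjusted p of at most 0.01, a fold change of at least 2 and a mean log2 expression of at least 4, which 20286 probesets reached. Arrays of 1 strain correlated at r = 0.994 to 0.995 across probesets, arrays of different strains at 0.985 to 0.989. Each construct was represented by 1 sorted strain, so the spread between cultures does not include the spread between independently made strains, and no empty vector strain was arrayed.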

None of the three Mkl1 variants appear to be toxic to the cells, as we have not observed any changes in viability or cell morphology. HC11-FL cells were shown to overexpress Mkl1 7.1-fold above the endogenous Mkl1 present in parental HC11 cells [13], and were used as control cells in our study. All cell strains were FACS sorted to express similar levels of Mkl1-RFP proteins. These cells were used for transcript profiling and gene lists of interest were established as shown in Figure 1A, B. A scatter plot (Figure 1A) of all transcripts expressed in HC11-mutB1 versus HC11-FL control cells (y-axis) and all transcripts expressed in HC11-ΔSAP versus HC11-FL control cells (x-axis) shows that a large majority of transcripts does not differ significantly between the three cell strains (log fold change (FC) ≈ 0; black dots). 

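Of the 34760 probesets, 33821 (97.3%) passed the filters in neither comparison. These include the probesets under the expression minimum, which could not pass. Of the 20286 probesets above it, 939 passed in at least 1 comparison. Srf itself differed by -0.08 on the log2 scale in HC11-mutB1 and by -0.00 in HC11-ΔSAP cells, and Fos, an immediate early gene, by 0.06 and -0.01. None of these 4 values passed the test. Vinculin (Vcl), a focal adhesion gene, was lower by 1.23-fold in HC11-mutB1 and by 1.51-fold in HC11-ΔSAP cells (adjusted p = 0.0012 and 2.7e-05), below the fold minimum. At an adjusted p of at most 0.01 and any fold, 4219 probesets differed between HC11-mutB1 and HC11-FL control cells and 4562 between HC11-ΔSAP and HC11-FL control cells. The median absolute log2 fold change was 0.12 and 0.11. Both comparisons use the same HC11-FL arrays. Their log2 fold changes correlated at r = 0.56 across the 20286 probesets above the expression minimum, where simulated strains without any change gave a mean r of 0.50. The covariance was 0.097 against 0.0071 in the simulation. Probesets are not independent replicates.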

Setting the threshold to a 2-fold reduction (logFC = -1; grey lines), three gene sets can be distinguished: 1) blue dots represent genes that are lower in HC11-mutB1 than in HC11-FL control cells, but are unaffected in HC11-ΔSAP cells, thus representing typical SRF/Mkl1 target genes; 2) green dots represent genes that are lower in HC11-ΔSAP than in HC11-FL control cells, but are unaffected in HC11-mutB1 cells (this gene set includes tenascin-C); and 3) red dots indicate genes with reduced expression in both HC11-mutB1 and HC11-ΔSAP cells compared to HC11-FL control cells. Thus, this approach enabled us to form three gene sets that were distinct from the large majority of transcripts and were dependent for expression on the B1 site of Mkl1, the SAP domain, or both. 

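Tenascin-C (Tnc) lay at a log2 level of 9.24 ± 0.02 in HC11-FL, 10.34 ± 0.04 in HC11-mutB1 and 7.62 ± 0.11 in HC11-ΔSAP cells (mean ± SD, n = 3). It was 3.07-fold lower in HC11-ΔSAP cells (adjusted p = 1.1e-06) and 2.14-fold higher in HC11-mutB1 cells (adjusted p = 7.8e-06) than in HC11-FL control cells. Among transcripts lower in HC11-mutB1 cells alone, haptoglobin (Hp), an acute phase protein, fell 16.1-fold, while its log2 fold change in HC11-ΔSAP cells was -0.12 (adjusted p = 0.49). Lysyl oxidase (Lox), which cross-links collagen, fell in both strains, by 144-fold in HC11-mutB1 and 4.61-fold in HC11-ΔSAP cells. Mmp12 fell by 17.6-fold and 12.0-fold, and Mmp3 by 68.1-fold and 15.6-fold. Both lie in a run of neighbouring genes on chromosome 9 that were lower in both strains. In HC11-mutB1 cells the means of Lox (3.31) and Mmp3 (3.65) lay under the expression minimum of 4, so the size of these folds is less certain than their direction.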

The three groups presented by a Venn diagram (Figure 1B) contain 141 probesets for transcripts that depended on the function of the B1 site but not the SAP domain for their induction, 113 probesets for transcripts that depended on both of these Mkl1 domains and a third group of 205 probesets for transcripts co-regulated with tenascin-C that did not require an interaction of Mkl1 with SRF but depended on the SAP domain for induction (complete probeset lists and annotations are found in Additional file 1: Table S1, Additional file 2: Table S2 and Additional file 3: Table S3). This analysis revealed that the SAP-dependent mechanism of tenascin-C regulation by Mkl1 is shared by a large cohort of genes. 

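With the filters applied to the deposited values, 140 probesets were lower in HC11-mutB1 cells alone, 105 in both strains and 202 in HC11-ΔSAP cells alone. They stand for 126, 98 and 175 genes with 1 probeset per gene. In all, 245 probesets were lower and 335 higher in HC11-mutB1 than in HC11-FL control cells, and 307 were lower and 303 higher in HC11-ΔSAP cells. Slc7a2, a cationic amino acid transporter, was higher in both strains (10.9-fold and 11.4-fold), as were the cadherin Cdh2 (3.49-fold and 10.7-fold) and the growth factor Ereg (4.63-fold and 8.75-fold). Simulated strains with unrelated changes, compared with the same HC11-FL arrays, shared 3.55 lower probesets on average and at most 7 in 20 simulations, against the 105 observed. The simulation covers the noise of the shared arrays but not a change particular to the HC11-FL strain itself, which would appear in both comparisons. When the mutant strains were compared directly, 345 probesets were lower and 235 higher in HC11-ΔSAP than in HC11-mutB1 cells.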

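Within the 202 probesets lower in HC11-ΔSAP cells alone, Tnc ranked 35 by fold reduction, and the largest was 6.33-fold, for the kinesin Kif26b. The median was 2.39-fold. Of the 202 probesets, 144 were also lower in HC11-ΔSAP than in HC11-mutB1 cells by the same filters. The full pattern of Tnc, lower in HC11-ΔSAP and higher in HC11-mutB1 cells by all 3 filters, was shared by 4 further genes, named here because they are few: keratin 5 (Krt5), the mitotic kinase genes Bub1 and Mastl, and the collagen gene Col11a1. Their log2 fold changes in HC11-ΔSAP cells were -1.90, -1.11, -1.22 and -1.25, and in HC11-mutB1 cells 1.15, 1.11, 1.09 and 1.05. In HC11-mutB1 cells, 40 of the 202 probesets were lower and 50 higher at an adjusted p of at most 0.01 and any fold, and 112 did not pass. The full Tnc pattern is stricter than the paper's group, which requires no rise in HC11-mutB1 cells. The paper states that a large cohort of genes shares the SAP-dependent mechanism by which Mkl1 regulates tenascin-C. In its reporter assays most of the new promoters tested were induced by full length Mkl1. Those induced also responded to mutB1-Mkl1, but not to ΔSAP-Mkl1.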

Below the Venn diagram, we indicated which cells were deficient in the respective transcripts. Thus, the typical SRF/Mkl1 target genes are reduced in HC11-mutB1 cells, while the SRF-independent/SAP-dependent genes are reduced in HC11-ΔSAP cells. 

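Among the 10 largest reductions in HC11-mutB1 cells, Hp was the gene least affected in HC11-ΔSAP cells. Glul, a glutamine synthetase gene, fell 22.8-fold in HC11-mutB1 and 2.22-fold in HC11-ΔSAP cells, and Cavin2, a component of caveolae, 16.8-fold and 3.05-fold. Their means in HC11-mutB1 cells lay under the expression minimum, so the size of the larger folds is uncertain. Smooth muscle actin (Acta2), a known SRF target, had a log2 fold change of -1.07 in HC11-mutB1 cells (adjusted p = 5.7e-06) and of -0.75 in HC11-ΔSAP cells (adjusted p = 3.8e-05), where it missed the fold minimum. The separation of the groups thus rests on that minimum for part of their members. Of the 140 probesets assigned to HC11-mutB1 alone, 59 were also lower in HC11-ΔSAP cells at an adjusted p of at most 0.01 at any fold, 25 were higher and 56 did not pass. Requiring no reduction at any fold in the other strain left 81 probesets lower in HC11-mutB1 alone and 162 lower in HC11-ΔSAP alone. Of 42 measured cytoskeletal targets of SRF and its cofactors, 6 were lower and 9 higher in HC11-mutB1 cells. Adjusted over the list alone, these were 6 and 11, and the list as a whole did not pass camera (adjusted p = 0.88). In HC11-ΔSAP cells, 13 were lower and 5 higher (15 and 6 adjusted over the list alone). There the list passed camera with a preset correlation (adjusted p = 0.044) but not with an estimated correlation (adjusted p = 0.38).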

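Large reductions in both strains were found for Dock11, a guanine nucleotide exchange factor (38.4-fold in HC11-mutB1 and 34.7-fold in HC11-ΔSAP cells), and Lrrtm4, a synaptic adhesion gene (15.2-fold and 13.2-fold), whose means in both mutant strains lay under the expression minimum, so that the size of these folds is uncertain. Slc15a2, a peptide transporter, fell by 7.39-fold and 17.2-fold, the matrix protein gene Fbln2 by 8.57-fold and 11.4-fold, and the pentraxin Ptx3 by 7.80-fold and 10.3-fold. Over the 105 probesets lower in both strains, the median reduction was 3.30-fold in HC11-mutB1 and 3.11-fold in HC11-ΔSAP cells, and 43 of them differed between these strains at an adjusted p of at most 0.01. Of the 98 genes, 10 lie in a single segment of chromosome 9, among them Mmp3, Mmp12, Mmp13, Yap1, Birc2 and Pgr. In all, 16.3% of the genes had a neighbouring expressed gene of the same group, compared with 1.48% in random gene sets (permutation test, one-sided, p = 1e-04). This is the smallest p the test allows. The genes of Table S2 had been read before the test, so the p-value is descriptive.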

The intermediate group that requires both Mkl1 activities is reduced in both the HC11-mutB1 and HC11-ΔSAP cells.

**Figure 1:**
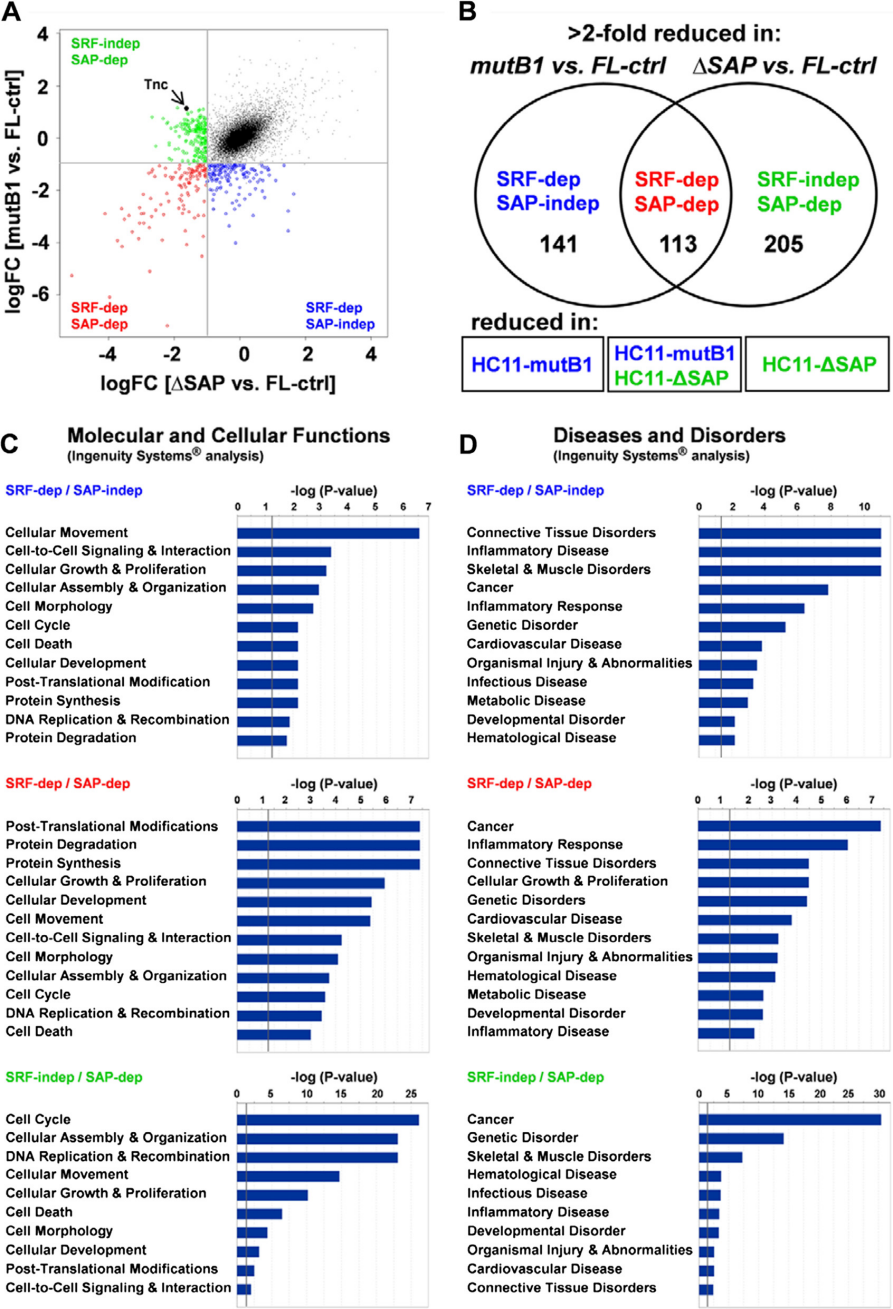
**Screen for SAP-dependent Mkl1 target genes and their implication in cancer. (A)** Scatter plot and **(B)** Venn diagram representing classification of Mkl1 target genes into three groups: SRF-dependent/SAP-independent (blue), SRF-dependent/SAP-dependent (red) and SRF-independent/SAP-dependent (green). The scatter plot **(A)** represents the log fold change (logFC) in gene expression in HC11-∆SAP versus HC11-FL control cells (x-axis; ∆SAP vs. FL) and between HC11-mutB1 versus HC11-FL control cells (y-axis; mutB1 vs. FL). Each dot represents a probeset, and the one for tenascin-C is highlighted (Tnc). The vertical and horizontal lines in the chart denote the 2-fold change cutoff (logFC = -1). The Venn diagram **(B)** represents the number of probesets for transcripts, which are more than 2-fold reduced in either HC11-mutB1 or HC11-ΔSAP cells when compared to HC11-FL control cells. Boxes below the Venn diagram indicate the cell strains that have reduced levels of the respective transcripts. **(C, D)** Functional analysis for the three Mkl1-regulated gene sets performed using the IPA software. The high-level functional **(C)** and disease **(D)** categories are displayed along the x-axis of each bar chart. The y-axis displays the –log of the P-value determined by right-tailed Fisher’s exact test. The P-value is a measure of the likelihood that the association between a set of genes in each dataset and a related function or disease is due to random association. The grey vertical line denotes the cutoff for significance (P = 0.05; -logP = 1.3).

### The SAP-dependent Mkl1 target genes are implicated in cancer

Functional analysis of the three gene lists using the IPA software revealed different molecular and cellular functions (Figure 1C) and different disease associations (Figure 1D) for the three types of gene signatures. Thus, the SRF-dependent/SAP-independent signature implicated a function of these genes in cellular movement and the linked diseases included connective tissue disorders, inflammatory disease and skeletal and muscle disorders, which are the main features known to be regulated by SRF/Mkl1 interaction [23-25]. 

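IPA cannot be repeated from the deposited values, so 24 gene lists were used. They were written before the array values were seen but after the gene groups of Tables S1 to S3 had been read. The p-values of the overlaps, and those of camera on these lists, are therefore descriptive. Among the 126 genes lower in HC11-mutB1 cells alone, 9 were acute phase and inflammatory genes, where 0.345 were expected (Fisher's exact test, one-sided, adjusted p = 9.2e-10). Serum amyloid Saa3 fell 10.2-fold and Saa2 11.7-fold in HC11-mutB1 cells. In HC11-ΔSAP cells Saa2 was 2.79-fold higher (adjusted p = 3.5e-05). A further 6 genes belonged to epithelial junctions and luminal markers (adjusted p = 8.9e-06), including the claudins Cldn4 (3.22-fold) and Cldn7 (3.95-fold), although this list as a whole did not pass camera (adjusted p = 0.073, and 0.42 with an estimated correlation). The interferon-stimulated genes Bst2 and Ifit1 fell by 2.48-fold and 5.27-fold, and 3 genes of their list were in the group (adjusted p = 0.019), a list that passed camera in HC11-mutB1 cells with the preset correlation (adjusted p = 1.5e-07) but not with an estimated correlation (adjusted p = 0.26). Across whole lists, 21 of 42 acute phase genes were lower and 2 higher in HC11-mutB1 cells (25 and 4 adjusted over the list alone). This shift passed camera with a preset correlation (adjusted p = 2.6e-08) but not with an estimated correlation (adjusted p = 0.086).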

The SRF-dependent/SAP-dependent group of genes includes as major functions post-translational modification, protein degradation and protein synthesis, and the top disease association is cancer. 

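Matrix metallopeptidases were overrepresented among the 98 genes lower in both strains, with Mmp3, Mmp12, Mmp13 and Mmp19 in the group (Fisher's exact test, one-sided, adjusted p = 4.7e-05). Mmp13, a collagenase, fell 14.3-fold in HC11-mutB1 and 8.47-fold in HC11-ΔSAP cells, and Mmp19 2.47-fold and 2.04-fold. Mmp3, Mmp12 and Mmp13 are neighbours on chromosome 9. Acute phase genes (5, adjusted p = 7.8e-05), extracellular matrix genes (4, adjusted p = 0.0028) and hypoxia and glycolysis genes (4, adjusted p = 8e-04) followed. As whole lists, acute phase genes were lower in 11 and higher in 11 of 42 cases in HC11-ΔSAP cells (camera, adjusted p = 0.60), and extracellular matrix genes lower in 10 and higher in 16 of 55 in HC11-mutB1 (0.65) and lower in 17 and higher in 10 in HC11-ΔSAP cells (0.16), none of which passed. The matrix metallopeptidases passed with the preset correlation in HC11-mutB1 and HC11-ΔSAP cells (adjusted p = 5e-04 and 0.035) but not with an estimated correlation (0.077 and 0.12), and the hypoxia and glycolysis genes passed with an estimated correlation in HC11-ΔSAP (0.025) but not in HC11-mutB1 cells (0.063). The extracellular matrix and the hypoxia and glycolysis lists were also overrepresented among the 175 genes lower in HC11-ΔSAP cells alone (7 extracellular matrix genes including Tnc, adjusted p = 2.1e-05, and 4 hypoxia and glycolysis genes, adjusted p = 0.0037). The hypoxia and glycolysis genes lower in both strains were Bnip3, a mitophagy gene (2.78-fold and 4.32-fold lower), Ak4 (3.51-fold and 3.46-fold), the glycolytic enzyme gene Eno3 (4.04-fold and 2.47-fold) and Pfkl (2.24-fold and 2.93-fold). No list covered protein modification, degradation or synthesis, so these categories were not tested.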

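Genes of cell division made up a large part of the transcripts lower in HC11-ΔSAP cells alone. Of the 175 genes, 67 (38.3%) belonged to the mitosis, DNA replication or cyclin lists, compared with 0 of 126 genes lower in HC11-mutB1 alone and 1 of 98 lower in both. Of 85 measured mitosis genes, 69 were lower and 1 higher in HC11-ΔSAP cells (74 and 1 adjusted over the list alone), and 44 were in the group (Fisher's exact test, one-sided, adjusted p = 4.2e-60). Among them were the kinetochore gene Nuf2 (3.87-fold lower), the kinesin Cenpe (3.72-fold) and the kinase Nek2 (3.58-fold). For DNA replication, 37 of 60 genes were lower and 4 higher (40 and 6 adjusted over the list alone), led by the helicase subunit Mcm6 (4.42-fold) and Rrm2 (3.10-fold). Both lists were lower in HC11-ΔSAP cells by camera, also with an estimated correlation (adjusted p = 0.029 each). These camera p-values are descriptive too, because the lists were written after the reduced genes of Table S3 had been read. In HC11-mutB1 cells, 39 of the 85 mitosis genes were higher and 0 lower (59 and 0 adjusted over the list alone). Bub1 was 2.16-fold and Mki67 1.99-fold higher. This opposite shift of the mitosis genes passed camera with the preset correlation (adjusted p = 4.8e-17) but not with an estimated correlation (adjusted p = 0.15). The same held for DNA replication (17 higher and 1 lower, adjusted p = 0.0012 and 0.26). Adjusted over the list alone, 20 DNA replication genes were higher and 5 lower.

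**Figure D1:**
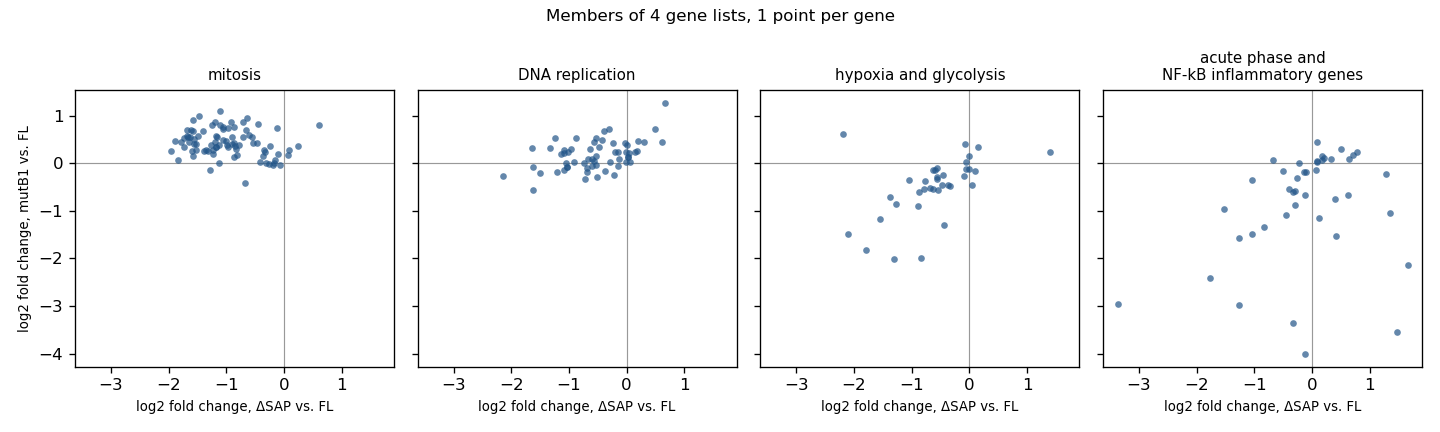
Log2 fold changes of the measured members of 4 gene lists, with HC11-ΔSAP versus HC11-FL on the x-axis and HC11-mutB1 versus HC11-FL on the y-axis, 1 point per gene. Most mitosis genes lie left of 0 and above 0, whereas most hypoxia and glycolysis genes lie below 0 on both axes.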

Finally, the genes of the SRF-independent/SAP-dependent group were associated with extremely high significance with cell cycle and cancer (-logP ≥ 25 and ≥ 30, respectively), while the SRF/Mkl1 target genes were associated with the same two categories at low significance only (-logP ≥ 2 and ≥ 7, respectively). These data imply that SAP-dependent induction of transcription by Mkl1 may counteract the known differentiation-promoting effect of SRF/Mkl1-induced transcription. A list of SAP-dependent genes with published cancer-related functions, whose transcripts were downregulated more than 3-fold in HC11-ΔSAP compared to HC11-FL control cells, is presented in Table 1. 

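For 14 genes of Table 1 the array carries a probeset annotated to that gene alone, and all 14 were lower in HC11-ΔSAP than in HC11-FL control cells by all 3 filters. Besides Tnc and Kif26b, the reductions were 3.10-fold for the cytokinesis gene Anln, 3.31-fold for the NADPH oxidase Nox4, 3.63-fold for the metallopeptidase Adamts16, 3.73-fold for Krt5 and 4.25-fold for Cd34. Wisp1 fell 4.41-fold, Mcm6 4.42-fold and the carbonic anhydrase Car12 4.58-fold. For p15(PAF), 1 probeset gave 3.91-fold and another 3.21-fold. In HC11-mutB1 cells, Krt5 and Tnc were higher by all filters, and Kif26b, Car12, Anln and Cd34 were higher by 1.75-fold, 1.54-fold, 1.46-fold and 1.30-fold without reaching the fold minimum (adjusted p between 1.7e-04 and 0.0041). The HC11-ΔSAP mean of Cd34 lay under the expression minimum. In HC11-mutB1 cells Cd34 did not pass in a fit of only these strains, and its call changed in 3 of 9 fits with 1 array left out. Nox4 was 1.41-fold lower there (adjusted p = 0.0085), a value that did not pass after centring the arrays again on their medians (log2 fold change -0.48) and whose call changed in 7 of 9 fits with 1 array left out. For the other 2 genes of Table 1 no such probeset was available, and they are not reported.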

To confirm that these transcripts are indeed differentially expressed in the different HC11 cell strains, qRT-PCR analysis was performed using cDNA from three different batches of the respective HC11 strains. Differences in gene expression between HC11-ΔSAP and control cells are presented in Table 1 and in more detail in Additional file 4: Figure S1. The qRT-PCR results agreed with the data obtained by transcript profiling. We also tested the SAP-dependent gene expression in the HC11 strains when grown in the presence of serum. It is interesting to note that in the presence of 3% FCS, these transcripts remained strongly reduced in HC11-ΔSAP compared to control cells (Table 1). Thus, the induction of these genes seems to depend mainly on whether the SAP domain is present in the transfected Mkl1 construct.

**Table 1:** SAP-dependent Mkl1 target genes

**Gene**	**Description**	**Fold Reduction in HC11-∆SAP vs. HC11-FL cells**			**Functions**
		**Microarrays in 0.03% FCS**	**qRT-PCR in 0.03% FCS**	**qRT-PCR in 3% FCS**	
**SRF-independent genes**					
Tnc	Tenascin C, ECM protein	3.07***	3.50***	26.34***	Cell adhesion, cell migration, wound healing and tissue remodeling, cancer cell invasion and metastasis [10]
Anln	Anillin, actin binding protein	3.10***	1.93***	1.38**	Cell cycle regulation [26], cell motility and cancer progression [26-28]
Nox4	NADPH oxidase 4	3.31***	94.19**	332.70***	Cell growth, differentiation and migration [29], tumor angiogenesis [30]
Adamts16	Metallopeptidase, ECM protein	3.63***	5.70***	14.84**	Cell growth and motility [31], role in arthritis [32] and cancer [31]
Krt5	Keratin 5, intermediate filament protein	3.73***	2.74***	8.02***	Protein synthesis, epithelial cell growth and differentiation [33,34]
p15 (PAF)	2810417H13Rik, PCNA-associated factor	3.91***	1.89***	1.34***	DNA repair and cell cycle regulation, cell survival and proliferation, tumorigenesis [35-37], hematopoiesis [38]
Ass1	Argininosuccinate synthetase 1	4.23***	3.89**	2.72**	Regulation of nitric oxide production and cell viability [39,40]
Cd34	CD34 antigen, stem cell antigen	4.25***	10.61***	1.72***	Vessel development and function [41], tumor growth [42,43]
Wisp1	WNT1 inducible signaling pathway protein 1, ECM protein	4.41***	2.54**	4.06**	Cell proliferation and survival, ECM deposition and turnover, EMT, tumorigenesis, tissue remodeling [44]
Mcm6	Minichromosome maintenance complex component 6	4.42***	2.83***	1.30***	Cell cycle regulation [45]
Car12	Carbonic anyhydrase 12	4.58***	16.11***	26.07**	Cell survival under hypoxic conditions, tumor-associated cell migration and invasion [46,47]
Htatip2	Hyaluronectin, TIP30, transcriptional regulator	5.89***	548.59***	245.27***	Regulation of apoptosis [48], tumor growth and metastasis [49]
Kif26b	Kinesin family member 26B	6.33***	8.36***	61.22***	Regulation of adhesion and cell polarity in kidney development [50]
**SRF-dependent genes**					
Lox	Lysyl oxidase, ECM protein	4.61***	4.70**	12.04***	ECM turnover, connective tissue remodeling and repair, tumor progression and metastasis [51,52]
Mmp12	Matrix metallopeptidase 12, metalloelastase	12.01***	23.49***	4.90**	ECM degradation in tissue remodeling [49] and tumorigenesis [53]
Mmp3	Matrix metallopeptidase 3, stromelysin-1	15.64***	14.70***	2.08**	ECM degradation in tissue remodeling [49] and tumorigenesis [54]

*Abbreviations:* ECM extracellular matrix protein, PCNA proliferating cell nuclear antigen, EMT epithelial-to-mesenchymal transition.

***P < 0.001, **P < 0.01, Student’s *t* test.

In addition, we monitored changes in the expression of some of the SRF-independent/SAP-dependent Mkl1 targets on a protein level. In agreement with the changes seen at the transcript level, we confirmed the reduction of tenascin-C, Wisp1 and Nox4 proteins in cells overexpressing the ΔSAP-Mkl1 construct compared to the HC11-FL control and HC11-mutB1 cells (Additional file 4: Figure S2). Using zymography, we found that Mmp2, a gene that was not affected by Mkl1 overexpression at the transcript level was highly expressed in all three cell strains, whereas Mmp3 and/or 12, which belonged to the SRF-dependent/SAP-dependent gene set, were almost completely lacking in HC11-mutB1 as well as HC11-ΔSAP cells, corresponding to the data obtained by transcript profiling.

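Mmp3 lay at a log2 level of 9.74 ± 0.07 in HC11-FL, 3.65 ± 0.40 in HC11-mutB1 and 5.77 ± 0.21 in HC11-ΔSAP cells, and Mmp12 at 11.78 ± 0.06, 7.64 ± 0.07 and 8.20 ± 0.06 (mean ± SD, n = 3). Mmp2 rose instead. Its level was 7.85 in HC11-FL, 8.23 in HC11-mutB1 and 9.29 in HC11-ΔSAP cells, which is 1.30-fold higher in HC11-mutB1 (log2 fold change 0.38, SE 0.05, adjusted p = 0.0018) and 2.72-fold higher in HC11-ΔSAP cells (1.44, SE 0.05, adjusted p = 1.3e-06). The second value passed all 3 filters. In a fit of only these strains, the value in HC11-mutB1 cells did not pass an adjusted p of 0.01. All 3 strains overexpress an Mkl1 construct and no empty vector strain was arrayed. The Mmp2 values therefore do not test the paper's statement on Mkl1 overexpression, nor its zymography, which detects protein. Of 22 measured matrix metallopeptidases, 7 were lower and 2 higher in each mutant strain (7 and 2 adjusted over the list alone in both). Mmp3 and Mmp12 are part of the chromosome 9 run, in which genes of unrelated function such as Yap1 and Birc2 were lower as well.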

### SRF-independent/SAP-dependent transcripts represent direct Mkl1 target genes

Since we have previously shown that the SAP domain of Mkl1 interacts with the proximal promoter of tenascin-C to induce its transcription [13], we tested whether this was also the case for other transcripts of the same group. The promoters of the SRF-independent/SAP-dependent genes listed in Table 1 encompassing at least 500 bp upstream of the transcription start site (TSS) were fused to the secreted alkaline phosphatase (SEAP) reporter gene of pSEAP2-Basic. We tested the induction of each promoter-reporter construct by co-transfection with FL-Mkl1 (Figure 2A). This revealed that the majority of the new promoters tested (8 out of 12) were induced at least 2-fold by Mkl1 in comparison to co-transfection with an inactive Mkl1 devoid of the transactivation domain, indicating that these are indeed direct Mkl1 target genes. The promoter constructs that did not respond to Mkl1 overexpression may represent genes that are indirectly regulated by Mkl1, or the relevant promoter regions were not contained in the constructs tested. Next, we investigated whether the induction was SAP-dependent and SRF-independent by comparing the reporter activity after co-transfection with mutB1- versus ΔSAP-Mkl1 variants (Figure 2B). Indeed, the promoter-reporter constructs induced by FL-Mkl1 were also strongly induced by mutB1-Mkl1, but not by ΔSAP-Mkl1. In contrast, the promoter construct for Acta2, a gene from the SRF-dependent/SAP-independent gene set was strongly induced by ΔSAP-Mkl1 but not by mutB1-Mkl1, as expected for a typical SRF/Mkl1 target gene [18,55,56]. All promoters that revealed SAP-dependency were shortened to 200 bp upstream of the TSS to test whether this was sufficient to relay the Mkl1 response, as it has been seen previously for tenascin-C [13]. With the exception of Krt5 and Nox4, for which some activity was lost by shortening the promoters, the 200 bp proximal promoters of all other genes tested were induced equally well as the longer constructs (Figure 2B). Thus, we conclude that there are many genes that are regulated similarly as tenascin-C requiring the SAP domain of Mkl1 to induce transcription from their proximal promoter.

**Figure 2:**
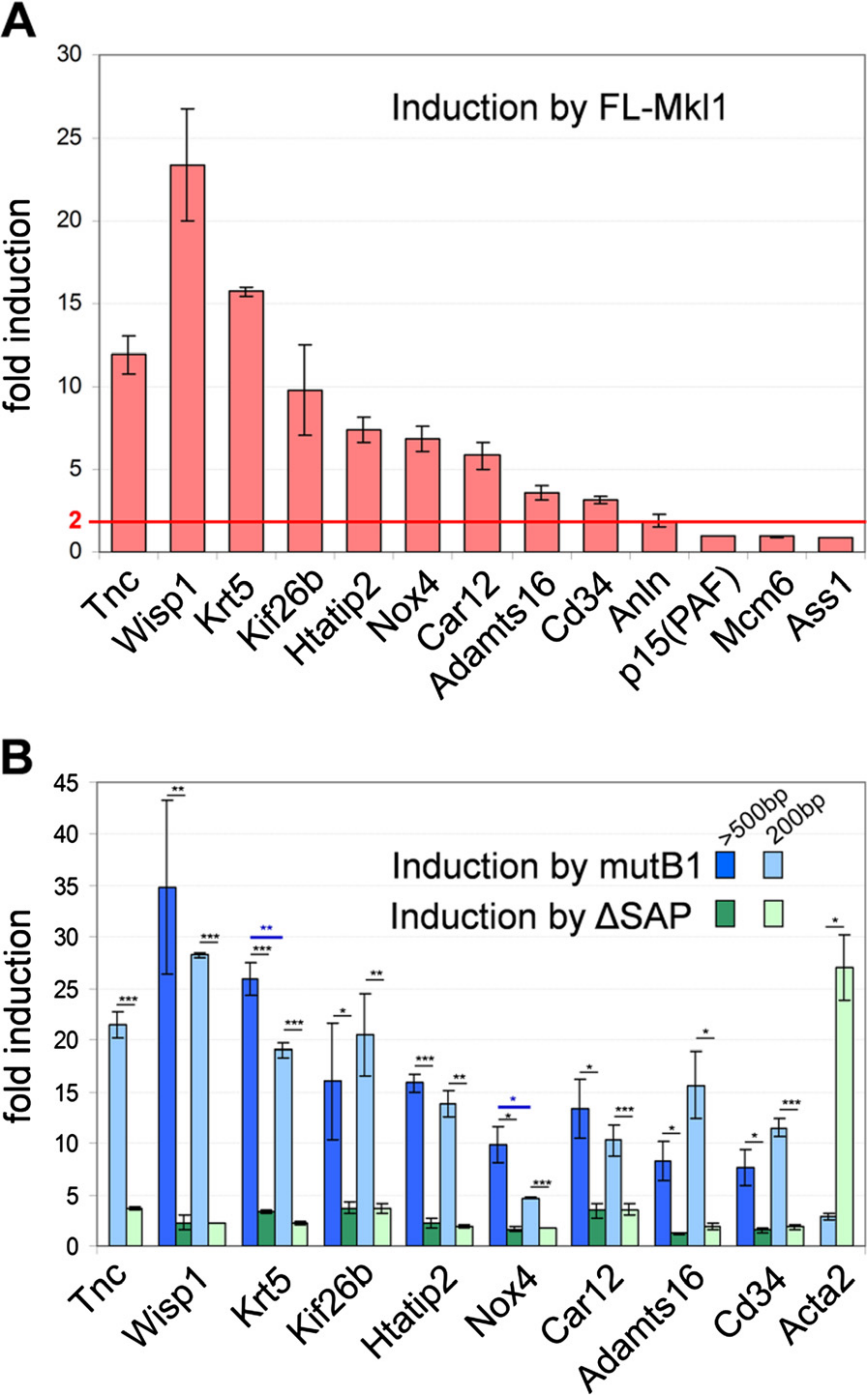
**SRF-independent/SAP-dependent transcripts represent direct Mkl1 target genes requiring the SAP domain of Mkl1 to induce transcription from their proximal promoter. (A)** The indicated promoter constructs that contained at least 500 bp upstream of the transcription start site (TSS) and were linked to the secreted alkaline phosphatase (SEAP) reporter gene, were cotransfected in HC11 cells together with an inactive Mkl1 devoid of the transactivation domain [13] or the FL-Mkl1 construct. SEAP activity is expressed as fold induction above the level obtained with the inactive Mkl1. In addition to Tnc, for 8 out of the 12 new promoters tested, induction greater than 2-fold (indicated by the red line) was obtained. Values are means ± SEM from three to seven independent experiments. **(B)** HC11 cells were cotransfected with the indicated promoter constructs that were either > 500 bp or shortened to 200 bp upstream of the TSS, and with vectors encoding the indicated mutant Mkl1 constructs. SEAP activity is normalized and expressed as in **(A)**. Means ± SEM from at least three independent experiments and significant differences between either mutB1- and ΔSAP-Mkl1-transactivated promoter constructs or between the longer and shorter promoter constructs transactivated by mutB1-Mkl1, ***P < 0.001, **P < 0.01, *P < 0.05 are shown.

### The different HC11 cell strains proliferate at different rates and show distinct migration behaviors

Next, we tested whether the differential gene expression seen in the different HC11 strains overexpressing either FL-, mutB1- or ΔSAP-Mkl1 constructs have functional consequences on their behavior. Since most of the SAP-dependent transcripts are proposed to have a function in cancer, we decided to analyze two main functions important for cancer progression: proliferation and cell migration. An approximately equal overexpression of the different Mkl1 protein variants in the HC11 cell lines was confirmed by Western blot analysis (Figure 3A). An HC11 cell strain stably transfected with an empty vector [13] expressing only endogenous Mkl1 (below the detection limit in Figure 3A) was also included in these studies. The proliferation rates of the HC11 strains were analyzed using a 5-bromo-2′-deoxyuridine (BrdU) incorporation assay. The incorporated BrdU was measured immediately after plating (0 h) as well as at 24, 48, 72 and 96 h. Compared to empty vector-, FL- or mutB1-transfected HC11 strains, there was a significant decrease in BrdU uptake into newly synthesized DNA in HC11-ΔSAP cells over the entire time period tested (Figure 3B). To investigate cell motility, we used a transfilter migration assay. Similarly to the effect on cellular proliferation, the expression of ΔSAP-Mkl1 significantly inhibited HC11 cell migration by 2.7-fold compared to endogenous or full length Mkl1 expression, and more than 3.5-fold compared to mutB1-Mkl1 expression (Figure 3C).

**Figure 3:**
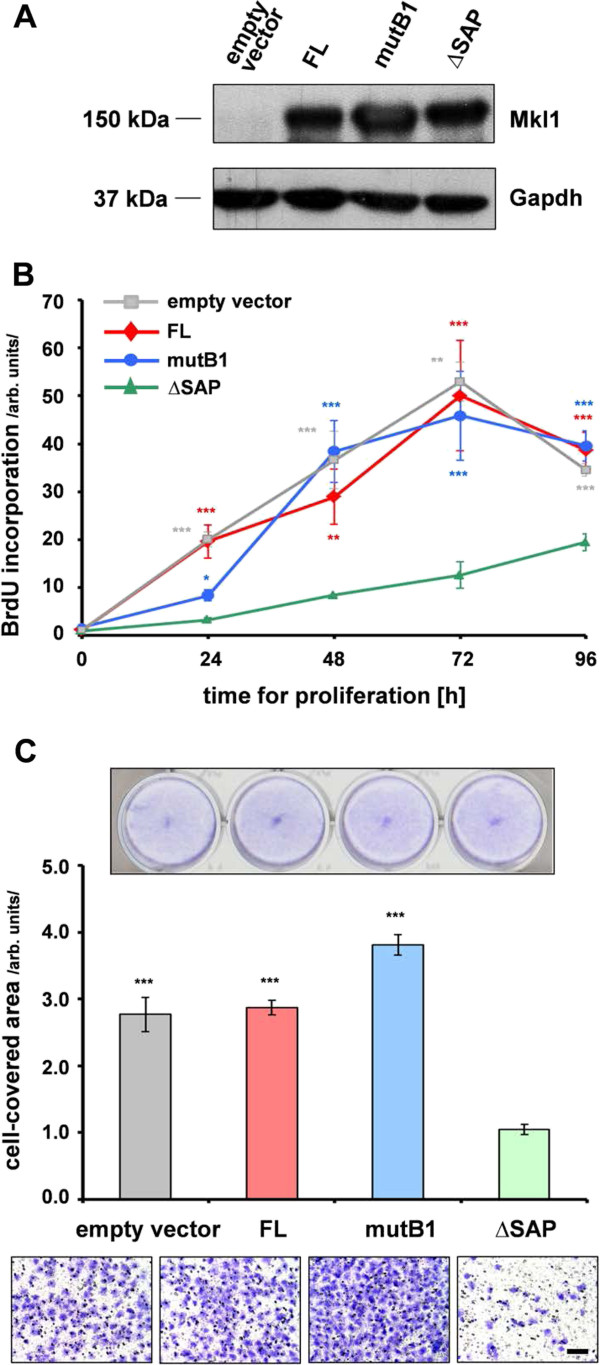
**The different HC11 cell strains proliferate at different rates and show distinct migration behaviors. (A)** Immunoblot with mAb65F13 of Mkl1 proteins in whole-cell extracts from the empty vector-, FL-, mutB1- or ΔSAP-transfected HC11 strains. Anti-Gapdh served as loading control. Endogenous Mkl1 protein was below the detection limit in empty vector cells. **(B)** SAP-dependent proliferation of HC11 mammary epithelial cells. Proliferation rates of the four HC11 cell strains were assessed by BrdU incorporation into newly synthesized DNA immediately after plating (0 h) as well as at 24, 48, 72 and 96 h. Means ± SD from three independent experiments and significant differences to the HC11-ΔSAP cells, ***P < 0.001, **P < 0.01, *P < 0.05 are shown. **(C)** SAP-dependent migration of HC11 mammary epithelial cells. Cell migration of the four HC11 strains was evaluated by Transwell migration assay using filters with 8 μm pore size. Quantification of the cell migration was measured by the area on the lower side of the filter covered with cells. Above the bar graph, a photo of fixed and stained cells seeded in parallel in a 24-well plate is shown as a seeding control, and representative photos of fixed and stained cells of each of the cell strains that have migrated to the lower side of the filter, are shown below (bar, 200 μm). Data and statistical significance are expressed as in **(B)**.

Thus, overexpression of FL-Mkl1 protein in HC11 cells did not affect their behavior. However, overexpression of ΔSAP-Mkl1 led to a significant reduction in the proliferative and migratory ability of HC11 epithelial cells, either through a dominant-negative effect of ΔSAP-Mkl1 on SRF-mediated action and/or a positive impact of the SAP-dependent Mkl1 target genes on these functions important for cancer progression.

### SAP-dependent Mkl1 target genes are mechanoresponsive

We have previously found that the SAP-dependent induction of tenascin-C was triggered by applying mechanical strain to fibroblasts. Mammary epithelial cells are also exposed to mechanical strains, both during normal development, pregnancy and lactation, as well as under pathological conditions such as in cancer. Therefore, we tested whether tenascin-C and other members of the SAP-dependent Mkl1-induced gene set are mechanoresponsive in HC11 cells. We tested two paradigms: 1) static strain that was shown to induce c-fos, a very prominent mechanoresponsive gene in HC11 cells [57] that we used as a control, and 2) cyclic strain. While we were able to confirm induction of c-fos by applying static strain at 20% for 1 h, there was no induction of tenascin-C under these conditions compared to cells at rest (Figure 4A). However, using 15% cyclic strain at a frequency of 0.3 Hz for 1 h, we found that not only the control gene c-fos but 11 out of 16 SAP-dependent genes, including tenascin-C were significantly upregulated above the expression levels obtained in resting cells (Figure 4). Even though significant, the induction of tenascin-C was minimal (Figure 4A) compared to 18-fold upregulation for Adamts16 or 10-fold upregulation for Lox (Figure 4B), both of which are enzymes involved in extracellular matrix (ECM) remodeling and cancer progression [31,58]. Being mechanoresponsive, the SAP-dependent Mkl1 target genes might be activated in stiff tumor tissue, which further confirms their relation with cancer.

**Figure 4:**
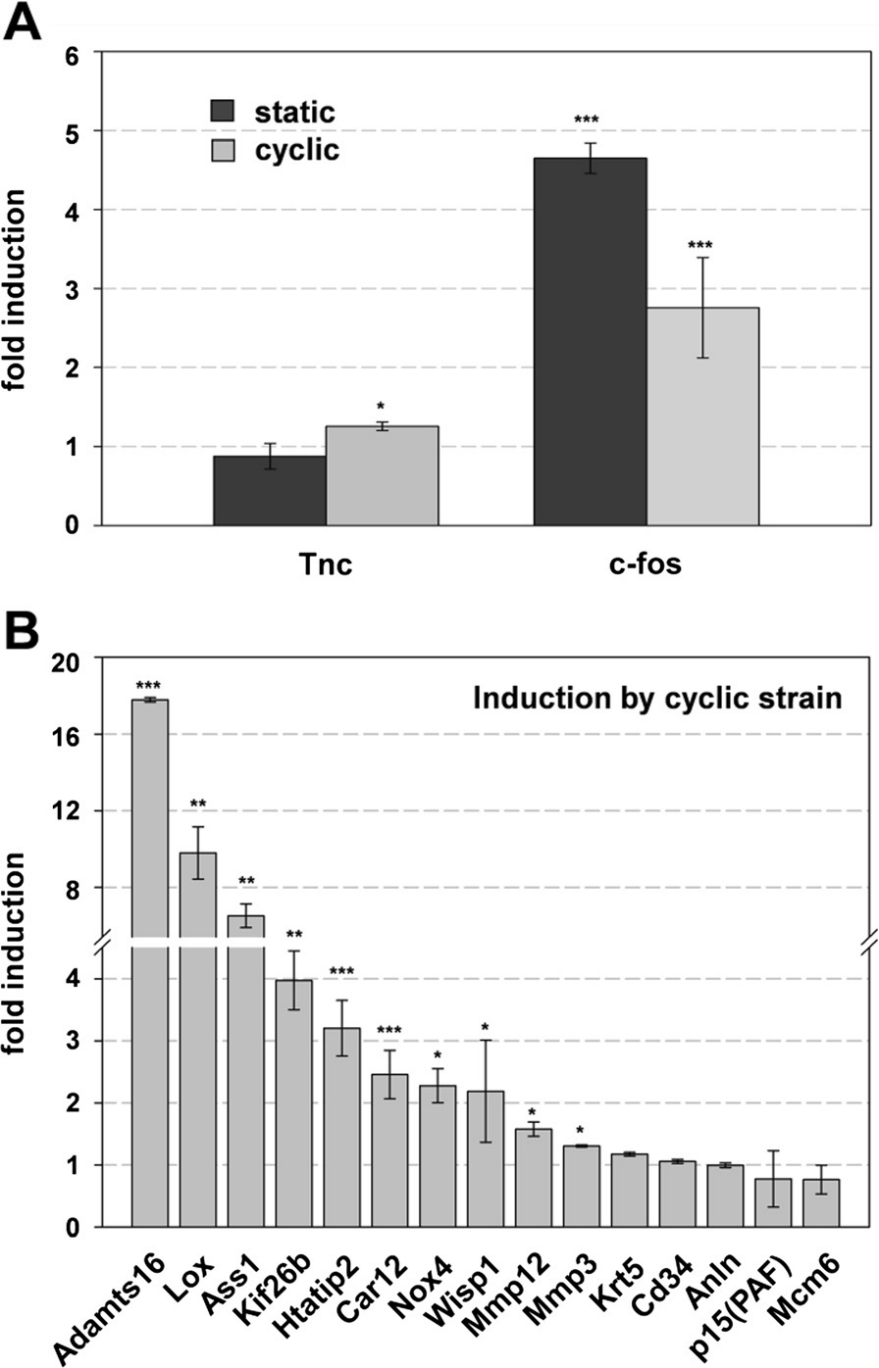
**SAP-dependent Mkl1 target genes are mechanoresponsive. (A)** Effect of static (20%) and cyclic (15%, 0.3 Hz) strain on Tnc and c-fos mRNA levels. HC11 cells were cultured on either growth factor reduced matrigel matrix- or fibronectin-coated silicone membranes in 0.03% serum-containing medium for 24 h before applying static or cyclic strain for 1 h. Cells cultured under the same conditions and not exposed to mechanical stimulation were used as a resting control. The two types of coating gave identical results under the indicated experimental conditions. Total RNA was extracted and qRT-PCR was performed for Tnc and c-fos mRNA levels. Values normalized to Gapdh are expressed relative to the values of resting cells. Data represent means ± SD from three independent experiments. Significant differences to the resting control, ***P < 0.001, **P < 0.01, *P < 0.05. **(B)** SAP-dependent genes respond to cyclic strain. HC11 cells were stretched and mRNA analyses were performed as described in **(A)**. Data and statistical significance are expressed as in **(A)**.

### The SRF-independent/SAP-dependent genes represent a bad prognostic signature for breast cancer patients

In order to investigate whether the SRF-independent/SAP-dependent genes were prognostic of accelerated cancer progression in human patients, we used the bioinformatics tool Gene expression-based Outcome for Breast cancer Online (GOBO) that allowed us to investigate a breast tumor data set containing 1881 samples analyzed by Affymetrix Human Genome U133A arrays. GOBO is designed to assess gene expression levels and association with outcome of single genes or gene sets in multiple subgroups of this breast cancer data set [59]. Here, we analyzed two sets of genes, namely the SRF/Mkl1-induced gene set (SRF-dependent/SAP-independent) and the SAP-dependent gene set (SRF-independent/SAP-dependent) containing tenascin-C. The analysis was performed across tumor samples stratified according to PAM50 subtypes [60], estrogen receptor (ER)-status and histological grade. In contrast to the SRF/Mkl1 target genes that were predominantly associated with tumors classified as normal-like and with lower histological grades (1 and 2) (Figure 5A), elevated expression of SAP-dependent genes was associated with extremely high significance (P < 0.00001) with typical high-proliferative poor outcome classes in breast cancer, such as basal-like, HER2-enriched, luminal B, ER-negative and histological grade 3 tumors (Figure 5B). Next, a functional correlation analysis to find a possible interconnection between the SAP-dependent Mkl1 target genes was performed using the GOBO tool (Additional file 4: Figure S3). This analysis explores the correlation of expression of individual genes in our gene sets with eight different co-expressed gene modules emulating breast cancer-specific as well as general tumor biological processes [61]. Interestingly, whereas the gene set of SRF/Mkl1 targets did not show a significant correlation with any of these modules, the genes in the SAP-dependent gene set were correlated with a very high significance (P < 0.00001) with two proliferation modules – mitotic checkpoint and mitotic progression. Both modules contain genes related to central mitotic processes involved in either the regulation of the M-phase and the mitotic checkpoint or in carrying out the M-phase. Finally, the association of our gene sets with outcome using distant metastasis free survival (DMFS) as an endpoint and 10-year censoring was analyzed. The survival analysis was performed in all tumors for which DMFS follow-up is available (1379 cases), as well as in 21 groups that were stratified based on gene expression subtypes (PAM50 classifier), ER-status, lymph node (LN)-status, histological grade, and treatment status. Samples in the whole cancer data set (1881 patients) were stratified into three quantiles, low, intermediate and high, based on SRF-dependent/SAP-independent or SRF-independent/SAP-dependent gene expression. Interestingly, high expression of SRF/Mkl1-induced genes was associated with a better clinical outcome for all tumors, as well as for LN-negative and untreated tumors compared to low and intermediate expression of these genes (Figure 6A). In contrast, both high and intermediate expression of the SAP-dependent genes was associated with bad clinical outcome in all tumors, and particularly in LN-negative, systemically untreated, ER-positive, Grade 1 and 2 tumors (Figure 6B). Similar results were obtained for the typical breast cancer gene CCNB1 by Ringnér et al. [59]. The Kaplan-Meier survival analyses were supported by the corresponding multivariate analyses (Figure 7A, B). The hazard ratio for the variate Grade shows statistical significance, proving that the influence of high SAP-dependent gene expression on patient survival is independent of tumor grade. Among all tumors for which DMFS data are available, a hazard ratio of 0.44 (95% CI = 0.28-0.68; P = 0.0003) for the low SRF-independent/SAP-dependent tercile was detected compared to the high SRF-independent/SAP-dependent tercile (Figure 7B, all tumors). This indicates that patients with tumors expressing high levels of the SAP-dependent genes are more than twice as likely to develop metastatic disease. Similar hazard ratios, in the range of 0.28-0.44 for the low tercile compared to the high tercile were also detected among subgroups of untreated, LN-negative, ER-positive, Grade 1 and 2 tumors (Figure 7B). Thus, the association of high SRF-independent/SAP-dependent gene expression with reduced DMFS among patients not receiving adjuvant therapy, as well as among LN-negative, ER-positive, Grade 1 and 2 patients indicates that increased expression of the SAP-dependent Mkl1 target genes plays a significant role in the natural metastatic progression of non-aggressive towards highly aggressive breast cancer in human patients.

**Figure 5:**
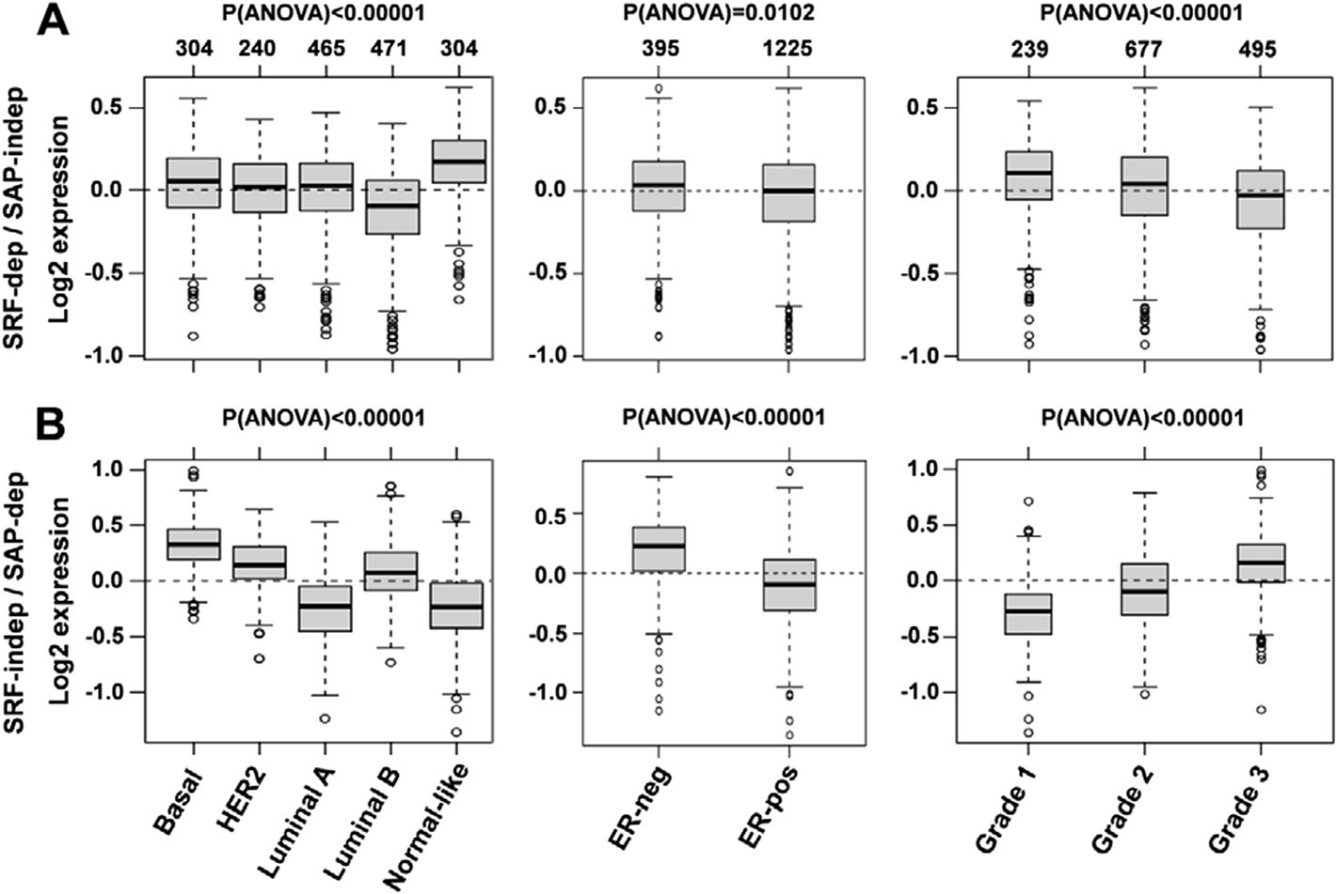
**SAP-dependent Mkl1 target genes are associated with typical high-proliferative poor outcome classes in breast cancer.** The expression levels for the SRF-dependent/SAP-independent **(A)** and SRF-independent/SAP-dependent **(B)** gene sets are analyzed across the 1881-sample breast cancer data set stratified according to PAM50 subtypes (left panels), estrogen receptor (ER)-status (middle panels) and histological grade (right panels), and represented by box plots using the GOBO bioinformatics tool. The number of tumors in each breast cancer subtype and the significant difference in gene expression (P-value calculated using ANOVA) between them are shown above the box plots.

**Figure 6:**
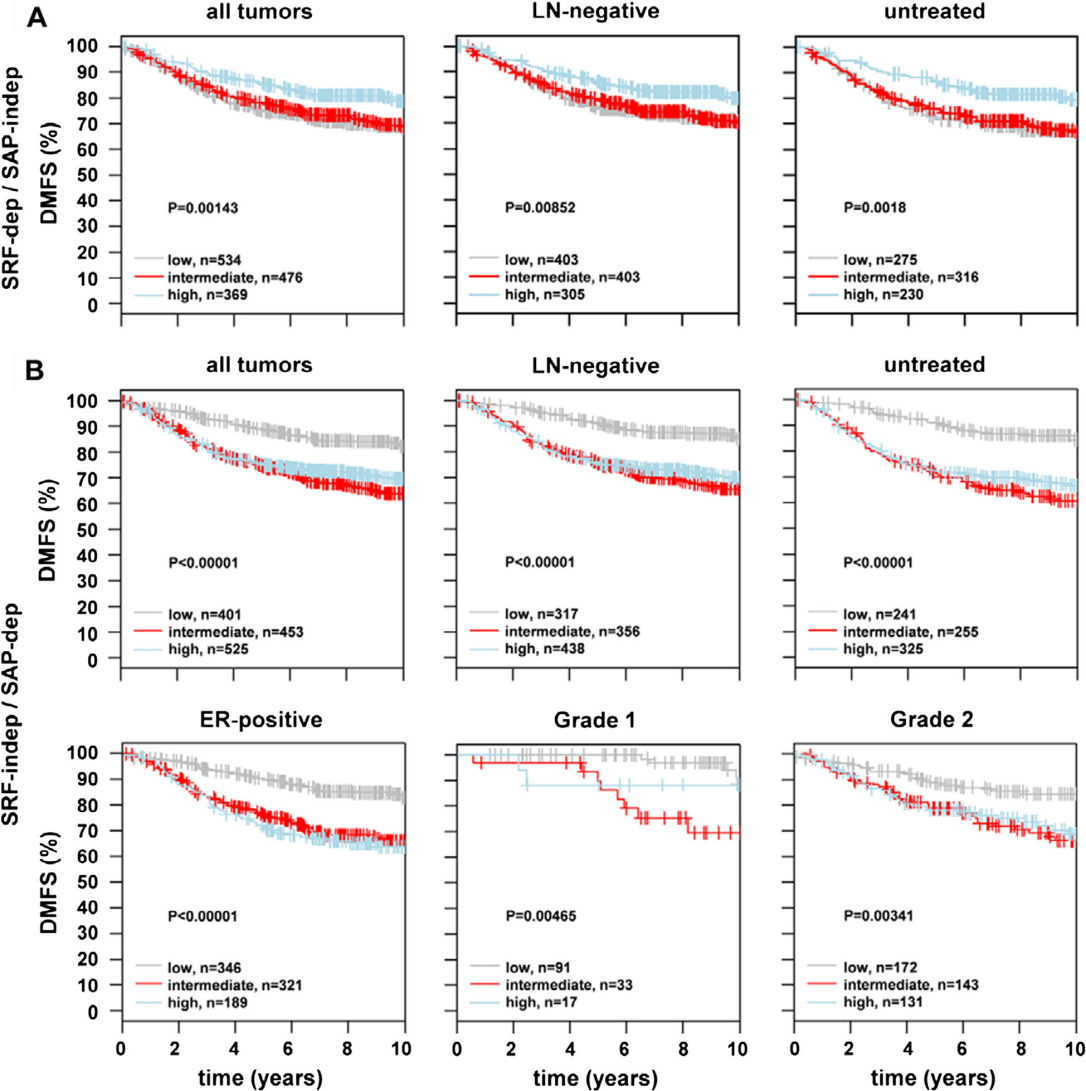
**The SRF-independent/SAP-dependent genes represent a bad prognostic signature for breast cancer patients.** Tumors in the 1881-sample breast cancer data set were stratified into three quantiles, low, intermediate and high, based on SRF-dependent/SAP-independent **(A)** or SRF-independent/SAP-dependent **(B)** gene expression. **(A)** Kaplan-Meier survival analysis using distant metastasis free survival (DMFS) as endpoint and 10-year censoring for all tumors (n = 1379; left panels), or in the subgroups of lymph node (LN)-negative (n = 1111; middle panels) and untreated tumors (n = 821; right panels) was performed using the GOBO bioinformatics tool, interrogating the group of SRF-dependent/SAP-independent target genes. P-value is calculated using log-rank test. **(B)** Kaplan-Meier survival analysis for tumors with expression of SRF-independent/SAP-dependent Mkl1 target genes was performed as in **(A)**. Association with clinical outcome was assessed in the subgroups of ER-positive (n = 856; left panel), Grade 1 (n = 141, middle panel) and Grade 2 (n = 446; right panel) tumors in addition to all tumors and the subgroups used in **(A)**. P-value is calculated using log-rank test.

**Figure 7:**
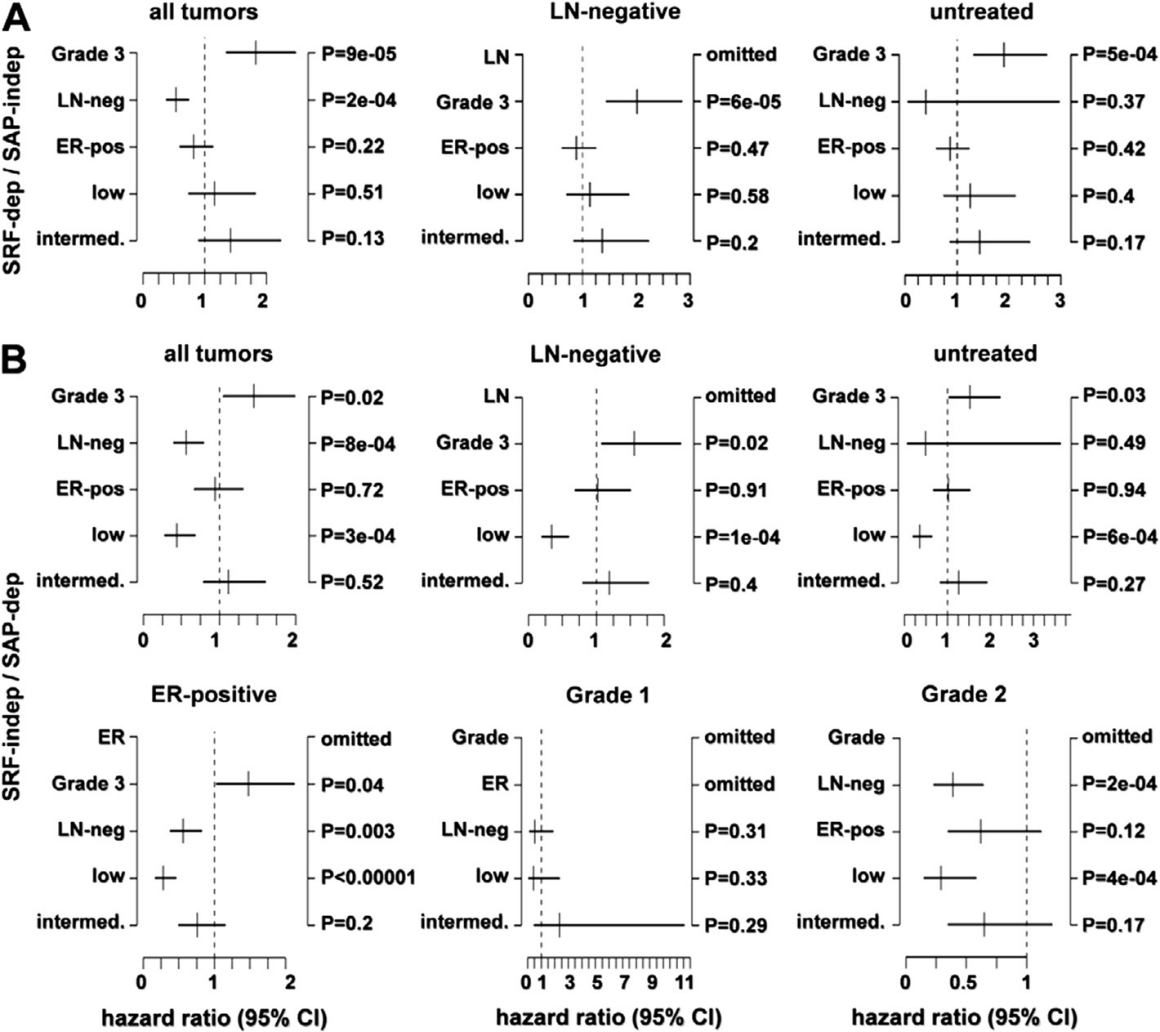
**Elevated expression of SAP-dependent Mkl1 target genes is a poor prognosis factor in breast cancer independent of histological grade.** Multivariate analysis supporting the Kaplan-Maier survival analysis (shown in Figure 6) for the SRF-dependent/SAP-independent **(A)** and SRF-independent/SAP-dependent **(B)** gene sets, was performed using the GOBO bioinformatics tool. The analysis was executed for all tumors (n = 1379) and in the subgroups of LN-negative (n = 1111) and untreated tumors (n = 821) **(A, B)**, as well as in the subgroups of ER-positive (n = 856), Grade 1 (n = 141) and Grade 2 (n = 446) tumors **(B)**, using LN-status, ER-status, and stratified histological grade (histological grade 1 and 2 vs. 3) as covariates, DMFS as endpoint and 10-year censoring. The hazard ratio and the 95% confidence interval (CI) are plotted for each of these covariates. Specified covariates may be omitted in certain comparisons, e.g. ER-status is omitted when analyzing ER-positive tumors only, or when not all of the investigated cases have clinical follow-up or clinical information for the specified covariate.

## Discussion

Given the heterogeneity of mutations in tumor cells, it becomes increasingly clear that not only individual genes but pathways govern the course of tumorigenesis and cancer progression [62]. We have recently shown that induction of tenascin-C by cyclic mechanical strain required the action of the potential DNA-binding SAP domain of Mkl1 independently of an interaction of Mkl1 with SRF [13]. Now, we report a screen for genes co-regulated with tenascin-C by the same SAP-dependent and SRF-independent mechanism in mammary epithelial cells. This screen reveals a set of SAP domain-dependent Mkl1 target genes with a strong implication in cell proliferation, cell motility and cancer.

To date only a few studies have shown that Mkl1 is implicated in cancer-related processes (reviewed in [63]) and most of them have concentrated on the SRF/Mkl1 signaling for the induction of individual genes [64-67]. The first study reporting that depletion of Mkl1/2 proteins reduced motility, invasion and colonization of metastatic tumor cells in an experimental *in vivo* metastasis assay [64] was further supported by the discovery of the Mkl1-binding protein, suppressor of cancer cell invasion (SCAI), which inhibited SRF/Mkl1-mediated expression of β1 integrin [68]. Since then, several studies describing opposing biological effects for Mkl1 appeared. For instance, several antiproliferative SRF/Mkl1 target genes including mig6/errfi-1, a negative regulator of the EGFR-MAPK pathway, were identified [65], or the tumor suppressor gene Eplin-α was described as a direct target of the SRF/Mkl1 pathway [66]. Furthermore, expression of a constitutively active form of Mkl1 in oncogenic ras- or src-transformed rat intestinal epithelial cells injected into the spleen of nude mice significantly suppressed tumor formation and reduced liver metastases by rescuing the expression of the SRF/Mkl1 targets tropomyosin and caldesmon [67]. In line with these findings, we could show that high expression of SRF/Mkl1 target genes is associated with an improved clinical outcome in breast cancer patients. However, the opposite is the case for high expression of SAP-dependent Mkl1 target genes. These genes are associated with poor clinical outcome predominantly in less aggressive tumors such as LN-negative, ER-positive, Grade 1 and 2 tumors, which makes them valuable predictors of breast cancer progression. A scheme that depicts our model for Mkl1 action in breast cancer is presented in Figure 8. In this model Mkl1 is transactivating SRF-target genes in less aggressive tumors, while in the course of cancer progression and metastatic behavior Mkl1 is activating a new group of genes in a SAP-dependent manner either by direct interaction with the promoters of these genes or by interaction with additional DNA-binding factors.

**Figure 8:**
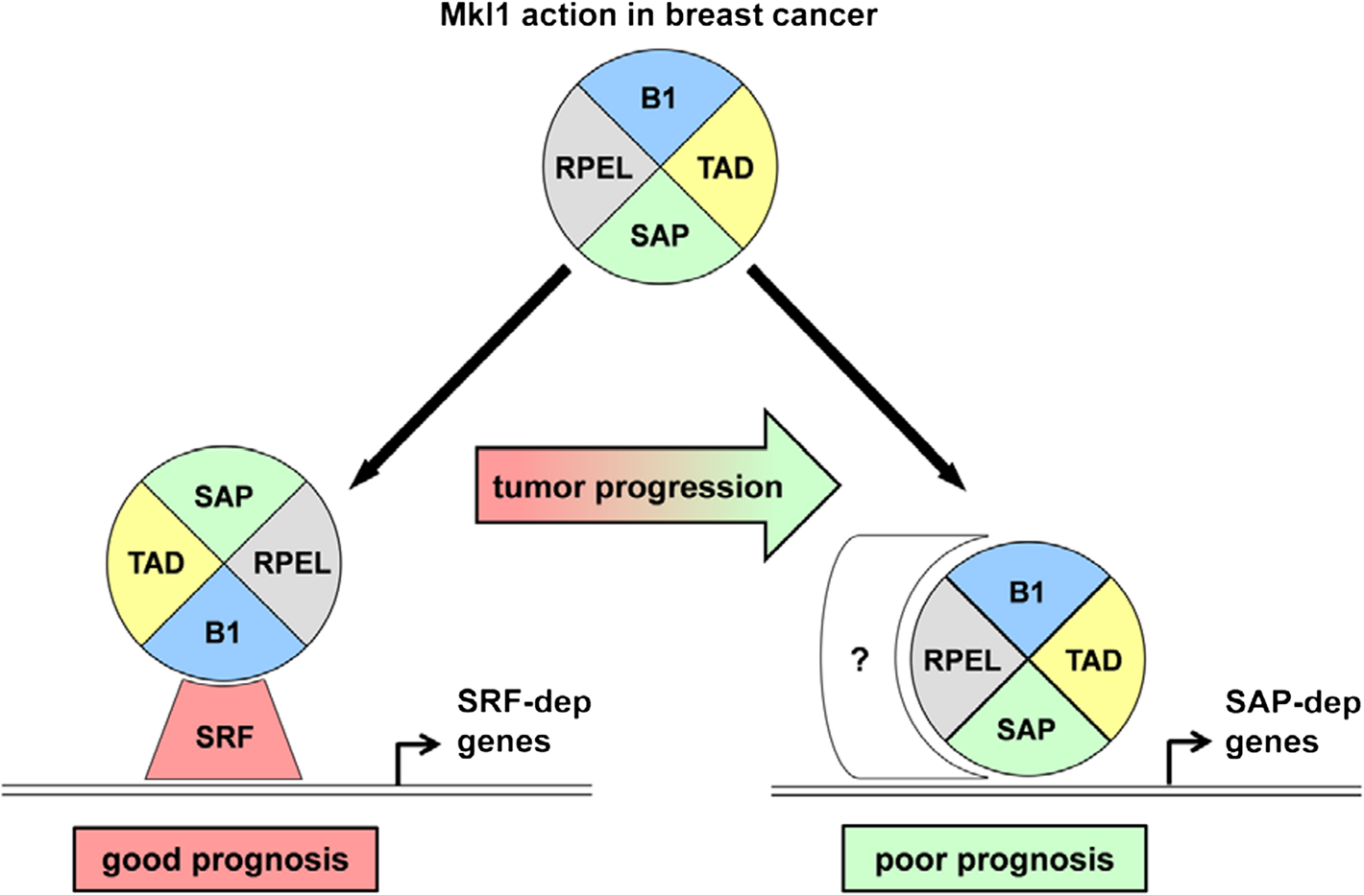
**Schematic representation of the Mkl1 action in breast cancer.** A circular Mkl1 model is depicted with four of its domains: RPEL, actin binding motifs with RPxxxEL core consensus; B1, basic domain involved in SRF-binding; SAP, homology domain found in the nuclear proteins SAF-A/B, Acinus, PIAS; TAD, transactivation domain. Serum response factor is drawn as a red shape and putative unidentified DNA-binding proteins as white shape with a question mark. Mkl1 exerts two distinct modes of action: one of them is through the B1 domain required for serum response factor (SRF)-binding activity and induction of SRF/Mkl1 target gene expression; the other one is strongly dependent on the SAP domain and triggers the expression of a specific set of pro-proliferative and pro-migratory genes that we called SAP-dependent Mkl1 target genes. High expression of SRF-dependent genes is associated with good clinical outcome for breast cancer patients, whereas elevated expression of SAP-dependent targets correlates with poor prognosis and indicates a significant role for these genes in breast cancer progression.

Interestingly, in parental HC11 cells many of the genes that we found in the SAP-dependent gene set that foster cell proliferation and migration and may cause poor survival of breast cancer patients are also induced by mechanical strain. A recent study has demonstrated that inhibition of cell spreading due to a lack of matrix stiffness is overcome by externally applied stretch, suggesting that similar mechanotransduction mechanisms sense stiffness and stretch [69]. Tumor stroma is typically stiffer than normal stroma. In breast cancer, diseased tissue can be 10 times stiffer than normal breast [70,71]. It is known that abnormal ECM stiffness plays an important role in cancer progression [72,73], but the mechanisms by which stiffness influences cancer progression are still under investigation. If we assume that we have discovered a general reaction of mammary epithelial cells to mechanical strain, we envisage that epithelial cells in a stiff, mechanically dynamic tumor environment may react by inducing a SAP-dependent Mkl1 gene set that in turn affects tumor progression. Furthermore, the products of these genes, many of which are involved in ECM turnover and function, for example Lox [58], Mmps [74], Adamts16 [31] or Wisp1 [44] might themselves manipulate the tumor microenvironment, thereby influencing tumor cell survival by a positive tumorigenic feedback loop.

Finding how to switch the mode of action of Mkl1 between SRF transactivation versus its SAP-dependent transcriptional activity is a subject of ongoing research in our lab that in future may help with the development of new therapeutic interventions for breast cancer. Post-translational modifications such as sumoylation are known to influence Mkl1 transcriptional activity [75] and phosphorylation has been shown to influence interaction of Mkl1 with nuclear actin resulting in transcriptional changes [76,77]. Further characterization of these and other post-transcriptional changes of Mkl1 deserve special attention when trying to answer the above question.

## Conclusions

In the current study, we discovered a breast cancer-specific set of genes that is highly interesting as a prognostic marker and therapeutic target for several reasons. (1) The expression of this gene set is regulated by Mkl1 and its SAP domain and is independent of SRF. (2) The SAP-dependent, SRF-independent Mkl1signaling is triggered by mechanical strain and may thus be activated in stiff tumors with a high stromal content and high interstitial tissue pressure. (3) This gene set is composed of interesting members some of which represent novel candidates for playing a functional role in cancer and others that have already been implicated in cancer-related functions, as for example tenascin-C, a metastatic niche component important for lung colonization [8], or Lox as a gene mediating collagen crosslinking responsible for fibrosis-enhanced metastasis [58]. (4) The SAP-dependent Mkl1 target genes are associated with a poor clinical outcome in breast cancer patients, not receiving adjuvant therapy or having a cancer classified as non-aggressive such as LN-negative, ER-positive, Grade 1 or 2 tumors. This makes these genes potential valuable prognostic markers in selecting patients who may benefit from an immediate and/or more aggressive therapy.

## Methods

### Cell culture

Full length Mkl1 (FL-Mkl1) and the two Mkl1 mutants, mutB1-Mkl1 comprising alanine substitutions of four amino acids (underlined) in the B1 domain of Mkl1 (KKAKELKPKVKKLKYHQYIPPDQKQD) [78] and ∆SAP-Mkl1 with a deletion of the SAP domain [15], were constructed based on transcript variant 1 (GenBank accession number NM_153049) as previously described [13]. All Mkl1 variants were expressed as C-terminal RFP-tagged fusions. An empty vector expressing RFP alone was previously described [13].

HC11 mammary epithelial cells, kindly provided by Dr. N. Hynes (Basel, Switzerland), were grown in RPMI-1640 medium supplemented with 10% FCS, 5 μg/ml insulin (Sigma, Buchs, Switzerland) and 10 ng/ml epidermal growth factor (EGF; Invitrogen, Zug, Switzerland). In most of the experiments, the HC11 cells were starved in 0.03% FCS/RPMI without EGF. To obtain HC11 cells stably expressing FL-Mkl1-RFP (HC11-FL), mutB1-Mkl1-RFP (HC11-mutB1), ∆SAP-Mkl1-RFP (HC11-∆SAP) or RFP alone (HC11-empty vector), cells were transfected using FuGENE® 6 (Roche, Basel, Switzerland) and selected with Geneticin (1 mg/ml; Roche) for 14 days before fluorescence-activated cell sorting (FACS) of RFP-positive cells on a Vantage SE (Becton Dickinson, Basel, Switzerland). Cell viability of the four HC11 cell strains was assessed by the CellTiter-Blue viability assay (Promega, Duebendorf, Switzerland).

### Cell proliferation assay

Proliferation rates of the HC11 cell strains were determined using BrdU incorporation assay (Roche). After 24 h of starvation, cells were plated in triplicate on Black 96-well microtiter plates (PerkinElmer, Schwerzenbach, Switzerland) at 5 × 10^3^ cells/well in 3% FCS/RPMI and allowed to proliferate for 0, 24, 48, 72 and 96 h before labeling with BrdU for 2 h. BrdU incorporation into newly synthesized DNA was determined according to the manufacturer’s protocol using a Luminometer Mithras LB940 (Berthold Technologies, Regensdorf, Switzerland). Experimental values were normalized to the values of HC11-∆SAP cells at the time point 0. Data represent means ± SD from three independent experiments.

### Cell migration assay

Cell migration was assayed using transwell polycarbonate membrane inserts (6.5 mm; Corning, Amsterdam, The Netherlands) with 8 μm pores as described [79]. After 24 h of starvation, 5 × 10^4^ cells were plated in the top insert chamber with 100 μl serum-free RPMI. The lower chamber was filled with 600 μl 10% FCS/RPMI. Cells were allowed to migrate across the filter for 22 h at 37°C before fixation and crystal violet-staining. Images of duplicate inserts were acquired on a Nikon Eclipse E600 using 10× magnification and a color CCD camera. Migration was quantified by measuring the area covered by migrated cells using the Fiji distribution of ImageJ [80]. Data represent means ± SD from three independent experiments.

### Mechanical stimulation of cells

2 × 10^5^ HC11 cells/well were seeded in BioFlex® 6-well culture plates (Flexcell International, Hillsborough, NC, USA) coated with either growth factor reduced-Matrigel (BD Biosciences, Basel, Switzerland) or fibronectin [11]. Cultures were starved for 24 h before applying either equibiaxial cyclic strain (15%, 0.3 Hz) or static strain (20%) at 37°C for 1 h using Flexcell FX-4000 (Flexcell International). Cells cultured under the same conditions and not exposed to strain were used as a resting control. After mechanical stimulation, cells were lysed and total RNA was isolated using the RNeasy Mini Kit (Qiagen, Basel, Switzerland).

### Transcript profiling and bioinformatics analysis

HC11 cell strains stably expressing Mkl1 variants were starved for 48 h before total RNA was extracted, converted into labeled cDNA and hybridized to Affymetrix GeneChip Mouse Gene 1.0 ST arrays. RMA-normalized expression values were calculated with the Affy package from Bioconductor 2.4 [81], and differentially expressed genes were identified using moderated *t*-statistics calculated with the empirical Bayes method as implemented in the Bioconductor limma package [82]. To be considered as differentially expressed between HC11-FL and HC11-mutB1 or HC11-∆SAP cells, genes had to pass the filters: adjusted P-value ≤ 0.01 (with Benjamin-Hochberg false discovery correction), a minimum absolute linear fold change difference of 2.0 and a minimum average expression value of 4.0 (log2). Microarray data files are available from the Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/), accession number GSE44907. Using the above parameters, gene lists of the two contrasts (mutB1/FL and ∆SAP/FL) were compared resulting in the formation of three gene groups: SRF-dependent/SAP-independent, SRF-dependent/SAP-dependent and SRF-independent/SAP-dependent. The three gene sets were analyzed using the bioinformatics softwares: 1) IPA (Ingenuity® Systems; http://www.ingenuity.com); and 2) GOBO (http://co.bmc.lu.se/gobo) [59]. In order to use the latter tool, Affymetrix GeneChip Mouse Gene 1.0 ST IDs were mapped to Affymetrix Human Genome U133A IDs using Biomart for Ensembl build 66. The module “Gene Set Analysis Tumors” was used to investigate the expression pattern and to perform survival and functional correlation analyses for the SRF-dependent/SAP-independent and SRF-independent/SAP-dependent gene sets across 1881 breast cancers characterized by Affymetrix Human Genome U133A arrays.

### RNA analyses by qRT-PCR

Total RNA was isolated from HC11 cell strains after 24 h of incubation either in 0.03 or 3% FCS/RPMI. RNA was reverse transcribed and relative tenascin-C and c-fos mRNA levels were detected as described [12,13]. Relative mRNA levels for the genes listed in Table 1, normalized to Gapdh, were measured using Platinum® SYBR® Green qPCR SuperMix-UDG with ROX (Invitrogen) and the primers listed in Additional file 4: Table S4. Real-time PCR was performed in a StepOnePlus Real-Time PCR System (Applied Biosystems, Rotkreuz, Switzerland) using a standard cycling profile. All samples were run in duplicate. Data were analyzed by the ∆Ct method [83] and presented as fold changes in mRNA expression levels between HC11-FL and HC11-∆SAP cells. RNA from stretched cells was analyzed by qRT-PCR using the efficiency ∆∆Ct method [84] that included a further normalization to the resting control. Data represent means ± SD from three independent experiments.

### Protein analyses by immunoblotting and zymography

After 24 h of starvation, whole-cell extracts from the three HC11 strains were prepared in RIPA buffer and immunoblotting was performed as described [12,13]. The following primary antibodies were used: mAb65F13 anti-Mkl1 [12], MTn12 anti-Tnc [85], anti-Wisp1/CCN4 (clone 214203, R&D Systems), anti-Nox4 (NB110-58851, Novus Biologicals), anti-Vcl (clone hVIN-1, Sigma) and anti-Gapdh (ab9485, Abcam).

After reaching 90% confluency, HC11 strains were starved for 48 h before conditioned medium was collected, concentrated and analyzed by zymography as described [86].

### Promoter-reporter assays

The tenascin-C promoter used in this study was described as TNC 247 bp [13]. Promoters of Acta2 [87] and all SRF-independent/SAP-dependent genes described in Table 1 were PCR-amplified from genomic DNA and corresponded to the sequences listed in Additional file 4: Table S5. Each promoter contained ≥ 500 bp 5′ of the TSS and was cloned into the pSEAP2-Basic (Clontech, Saint-Germain-en-Laye, France). For some promoters also 200 bp proximal promoter sequences were cloned as described above. All clones were verified by DNA sequencing.

HC11 cells in 6-well plates were cotransfected with 1 μg of the SEAP reporter vectors, 1 μg of pcDNA3 vectors encoding Mkl1 variants [13], and 200 ng of the secreted luciferase MetLuc vector (Clontech) used to normalize for transfection efficiency. Cells were cultured in 0.03% FCS/RPMI for 24 h before enzymatic activity measurements were performed as described [13]. Experimental values represent averages of three independent experiments, each performed in duplicate.

### Statistical analysis

Numerical results were expressed as means ± SD. Statistical analysis was completed using GraphPad InStat Software, version 3.05. The two-tailed Student’s *t* test was used to evaluate differences between two groups. Multiple comparisons were performed using one-way analysis of variance (ANOVA). Values of P less than 0.05 were considered statistically significant. Statistics for bioinformatics analyses is given in figure legends.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

MBA and RCE conceived the project. MBA designed the experiments. MBA and TR performed transcript profiling of HC11 cell strains and bioinformatics analysis. Promoter-reporter studies were designed by RCE and performed by JF. IG and JF performed Western blot and zymographic analysis, and mechanical strain experiments. IG performed qRT-PCR experiments, cell proliferation and cell migration assays. MBA and RCE interpreted the data and wrote the paper. All authors discussed the results, read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 SRF-dependent/SAP-independent probeset list. Click here for file

Additional file 2: Table S2 SRF-dependent/SAP-dependent probeset list. Click here for file

Additional file 3: Table S3 SRF-independent/SAP-dependent probeset list. Click here for file

Additional file 4: Table S4 Primer sequences. **Table S5.** Promoter constructs. **Figure S1.** Quantification of SAP-dependent Mkl1 target gene expression using qRT-PCR analysis. **Figure S2.** Differential expression of newly discovered Mkl1 target genes in HC11 strains overexpressing either FL-, mutB1- or ΔSAP-Mkl1 constructs (protein analyses performed by immunoblotting and zymography). **Figure S3.** SAP-dependent Mkl1 target genes are correlated with a very high significance (P < 0.00001) with the two proliferation modules – mitotic checkpoint and mitotic progression (a functional correlation analysis performed using the GOBO bioinformatics tool). Click here for file

# Supplementary material for: SAP domain-dependent Mkl1 signaling stimulates proliferation and cell migration by induction of a distinct gene set indicative of poor prognosis in breast cancer patients
**Source:** Mol Cancer. 2014 Feb 5;13:22. doi: 10.1186/1476-4598-13-22
**Supplement:** Additional file 4: Table S4 — Primer sequences. Table S5. Promoter constructs. Figure S1. Quantification of SAP-dependent Mkl1 target gene expression using qRT-PCR analysis. Figure S2. Differential expression of newly discovered Mkl1 target genes in HC11 strains overexpressing either FL-, mutB1- or ΔSAP-Mkl1 constructs (protein analyses performed by immunoblotting and zymography). Figure S3. SAP-dependent Mkl1 target genes are correlated with a very high significance (P < 0.00001) with the two proliferation modules – mitotic checkpoint and mitotic progression (a functional correlation analysis performed using the GOBO bioinformatics tool).

**Additional file 4 for:**

**SAP domain-dependent Mkl1 signaling stimulates proliferation and cell migration by induction of a distinct gene set indicative of poor prognosis in breast cancer patients**

Irem Gurbuz^1, 2^, Jacqueline Ferralli^1^, Tim Roloff^1^, Ruth Chiquet-Ehrismann^1, 2^ and Maria B. Asparuhova^1^

**Content:**

**Table S4.** Primer sequences.

**Table S5.** Promoter constructs.

**Figure S1.** Quantification of SAP-dependent Mkl1 target gene expression using qRT-PCR analysis.

**Figure S2.** Differential expression of newly discovered Mkl1 target genes in HC11 strains overexpressing either FL-, mutB1- or ΔSAP-Mkl1 constructs (protein analyses performed by immunoblotting and zymography).

**Figure S3.** SAP-dependent Mkl1 target genes are correlated with a very high significance (P < 0.00001) with the two proliferation modules – mitotic checkpoint and mitotic progression (a functional correlation analysis performed using the GOBO bioinformatics tool).

**Table S4. Primer Sequences.**

| **Gene symbol** | **Gene bank accession**  **number** | **Primer pair (fwd/rev)** | **Amplicon**  **size (bp)** |
| --- | --- | --- | --- |
| Anln | NM_028390.3 | 5’-cagtggtgacgctctgacat-3'  5’-gggactggccataactgaag-3' | 220 |
| Nox4 | NM_015760.4 | 5’-cattccagtggtttgcagatt-3'  5’-aactgggtccacagcagaaa-3' | 249 |
| Adamts16 | NM_172053.2 | 5’-ttggagagaaagccaagctc-3'  5’-gggccttcatcaccgtact-3' | 181 |
| Krt5 | NM_027011.2 | 5’-caggacctggtggaggacta-3'  5’-ccatggaaaggaccacagat-3' | 241 |
| p15(PAF) | NM_026515.2 | 5’-gggaattcttcaggctgtcc-3'  5’-caacaagccaattggacaaa-3' | 227 |
| Ass1 | NM_007494.3 | 5’-caccacatccctggaactct-3'  5’-atgagcgtggtaaaggatgg-3' | 151 |
| Cd34 | NM_001111059.1 | 5’-aggctgatgctggtgctagt-3'  5’-actccagaggtgaccaatgc-3' | 235 |
| Wisp1 | NM_018865.2 | 5’-gctctaccacctgtggccta-3'  5’-acagcctgcgagagtgaagt-3' | 194 |
| Mcm6 | NM_008567.1 | 5’-catgtcccgctttgatctct-3'  5’-ctggcggagacgtttgtact-3' | 232 |
| Car12 | NM_178396.4 | 5’-gttcgatgagaggctggtgt-3'  5’-cctcagcctccttcttgatg-3' | 215 |
| Htatip2 | NM_016865.3 | 5’-gctggatgtctatgcttctgc-3'  5’-tcaaccttggcttccacttc-3' | 243 |
| Kif26b | NM_001161665.1 | 5’-aagaagcagccaggttcctc-3'  5’-aatgcccaggttctgcatag-3' | 214 |
| Lox | NM_010728.2 | 5’-cagggattgagtcctggatg-3'  5’-actgggaactgggcttcttt-3' | 242 |
| Mmp12 | NM_008605.3 | 5’-catcccatctggtattcaagc-3'  5’-atgagctcctgcctcacatc-3' | 249 |
| Mmp3 | NM_010809.1 | 5’-catcaccaatgtgcagctct-3'  5’-ctcctcgtgccctcgtatag-3' | 248 |
| Gapdh | NM_008084.2 | 5’-CTTGTGCAGTGCCAGCCTC-3'  5’-GCCGTGAGTGGAGTCATACTG-3' | 189 |

**Table S5. Promoter constructs.**

| **Promoter** | **Accession number** | **Nucleotide position** |
| --- | --- | --- |
| mTNC 247bp | NT_039260.7 | 3336826-3336433 |
| Wisp1 >500bp | NT_039621.7 | 28008443-28009129 |
| Wisp1 200bp | NT_039621.7 | 28008801-28009129 |
| Krt5 >500bp | NT_039621.7 | 62829844-62829249 |
| Krt5 200bp | NT_039621.7 | 62829551-62829249 |
| Kif26b >500bp | NT_039185.7 | 22360019-22360523 |
| Kif26b 200bp | NT_039185.7 | 22360158-22360523 |
| Htatip2 >500bp | NT_039424.7 | 10657737-10658750 |
| Htatip2 200bp | NT_039424.7 | 10658493-10658750 |
| Nox4 >500bp | NT_039433.7 | 4994940-4995484 |
| Nox4 200bp | NT_039433.7 | 4995123-4995484 |
| Car12 >500bp | NT_039474.7 | 12981551-12982239 |
| Car12 200bp | NT_039474.7 | 12981860-12982239 |
| Adamts16 >500bp | NT_039589.7 | 16522290-16521672 |
| Adamts16 200bp | NT_039589.7 | 16522032-16521672 |
| Cd34 >500bp | NT_039190.7 | 2888907-2889501 |
| Cd34 343bp | NT_039190.7 | 2889159-2889501 |
| Anln >500bp | NT_039472.7 | 8976459-8975867 |
| p15(PAF) >500bp | NT_039474.7 | 12158197-12158785 |
| Mcm6 >500bp | NT_078297.6 | 42913044-42912468 |
| Ass1 >500bp | NT_039206.7 | 8927941-8928521 |
| Acta2 562bp | NT_039687.7 | 27442283-27441676 |

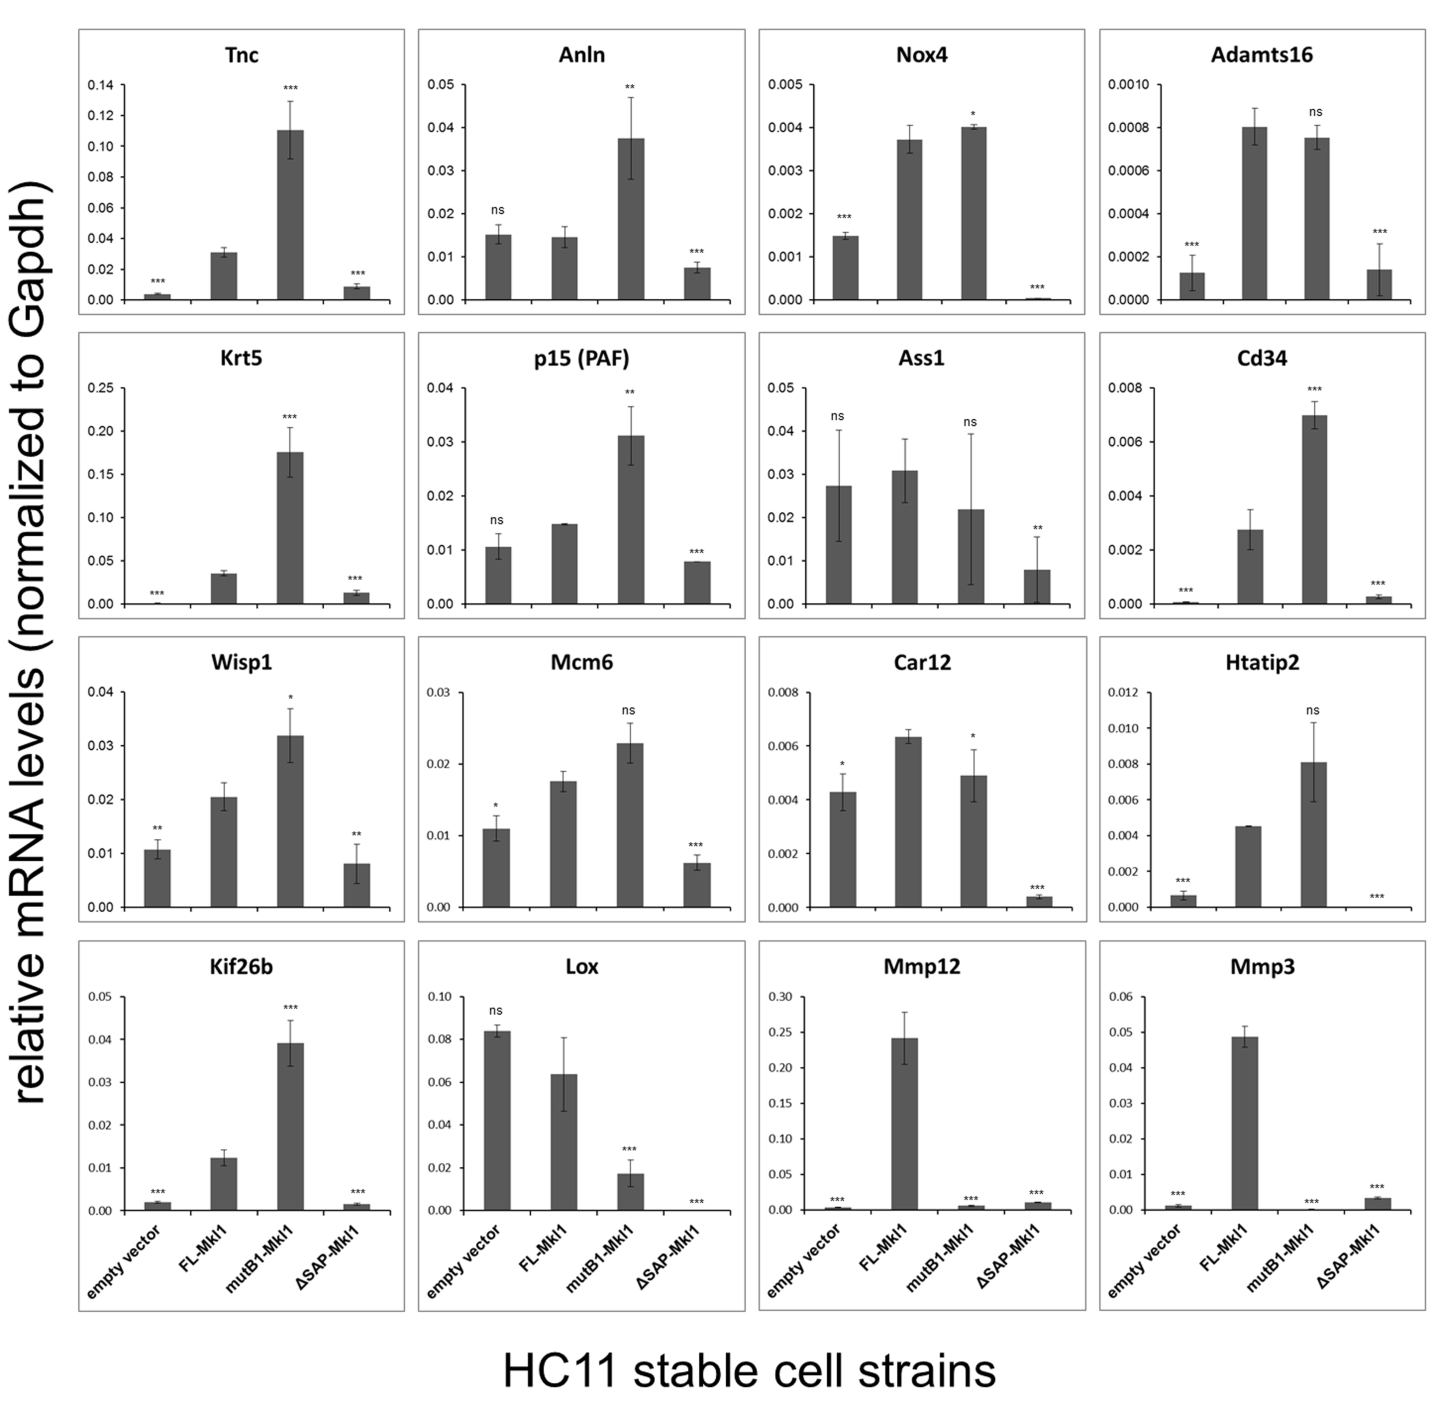

**Figure S1.** **Quantification of SAP-dependent Mkl1 target gene expression using qRT-PCR analysis.** Relative mRNA levels for the genes listed in Table 1, normalized to Gapdh, were analyzed in HC11 cells stably transfected with either empty vector or with vectors encoding FL-, mutB1- or ΔSAP-Mkl1 proteins. The results agreed with the data obtained by transcript profiling (Figure 1). Induction of these genes strongly depends on the SAP domain of Mkl1 as well as on the B1 domain for Lox, Mmp12 and Mmp3 genes, which belong to the SRF-dependent/SAP-dependent gene set. Means ± SD from three independent experiments and significant differences to the HC11-FL cells, ***P < 0.001, **P < 0.01, *P < 0.05 are shown.

**
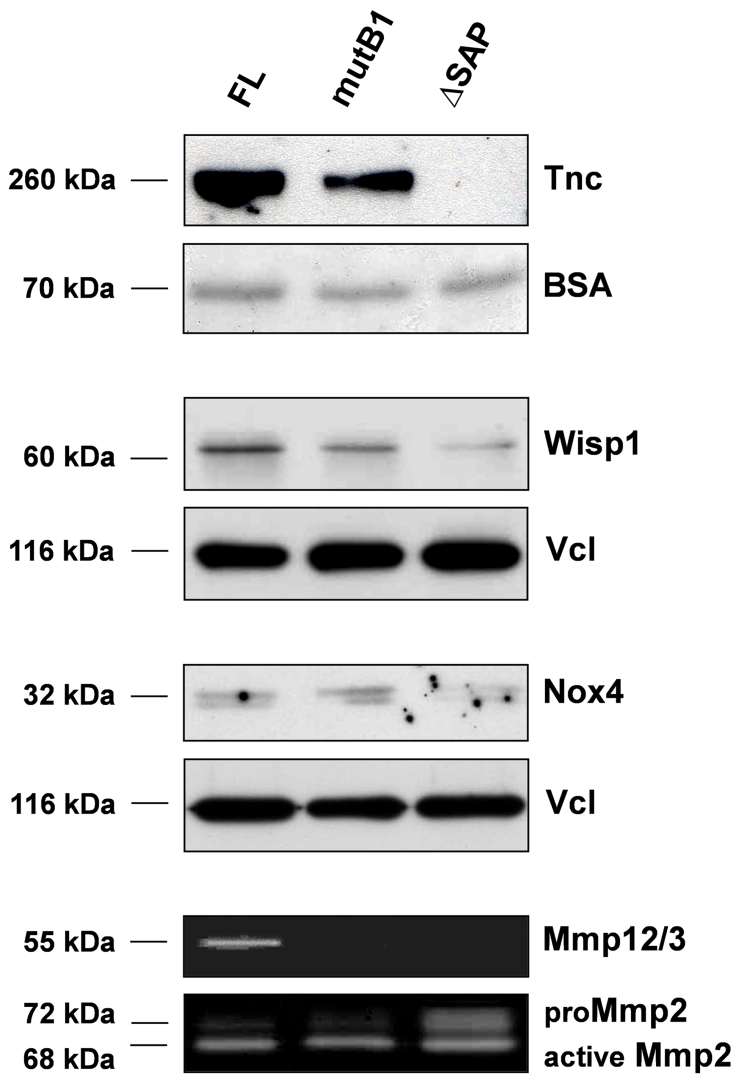
**

**Figure S2. Differential expression of newly discovered Mkl1 target genes in HC11 strains overexpressing either FL-, mutB1- or ΔSAP-Mkl1 constructs.** Western blot analysis of Tnc, Wisp1 and Nox4, and zymographic analysis for Mmp12/3 show SAP-dependent protein expression in HC11 epithelial cells. Secreted Tnc protein was detected in cell culture media using the MTn12 anti-Tnc antibody, and bovine serum albumin (BSA) from the medium visualized by Ponceau S staining served as loading control. Wisp1 and Nox4 proteins were detected in whole-cell extracts from the three HC11 cell strains, HC11-FL, HC11-mutB1 and HC11-ΔSAP using respective antibodies. Anti-Vcl served as loading control. Conditioned media from the three HC11 cell strains was subjected to casein or gelatin zymography for detection of the matrix metalloproteinases Mmp12/3 and Mmp2, respectively. For Mmp2, both an inactive (proMmp2) and active form was detected and served as loading control. Relevant bands and molecular weight markers (in kDa) are indicated on the right and left of each panel, respectively.

**
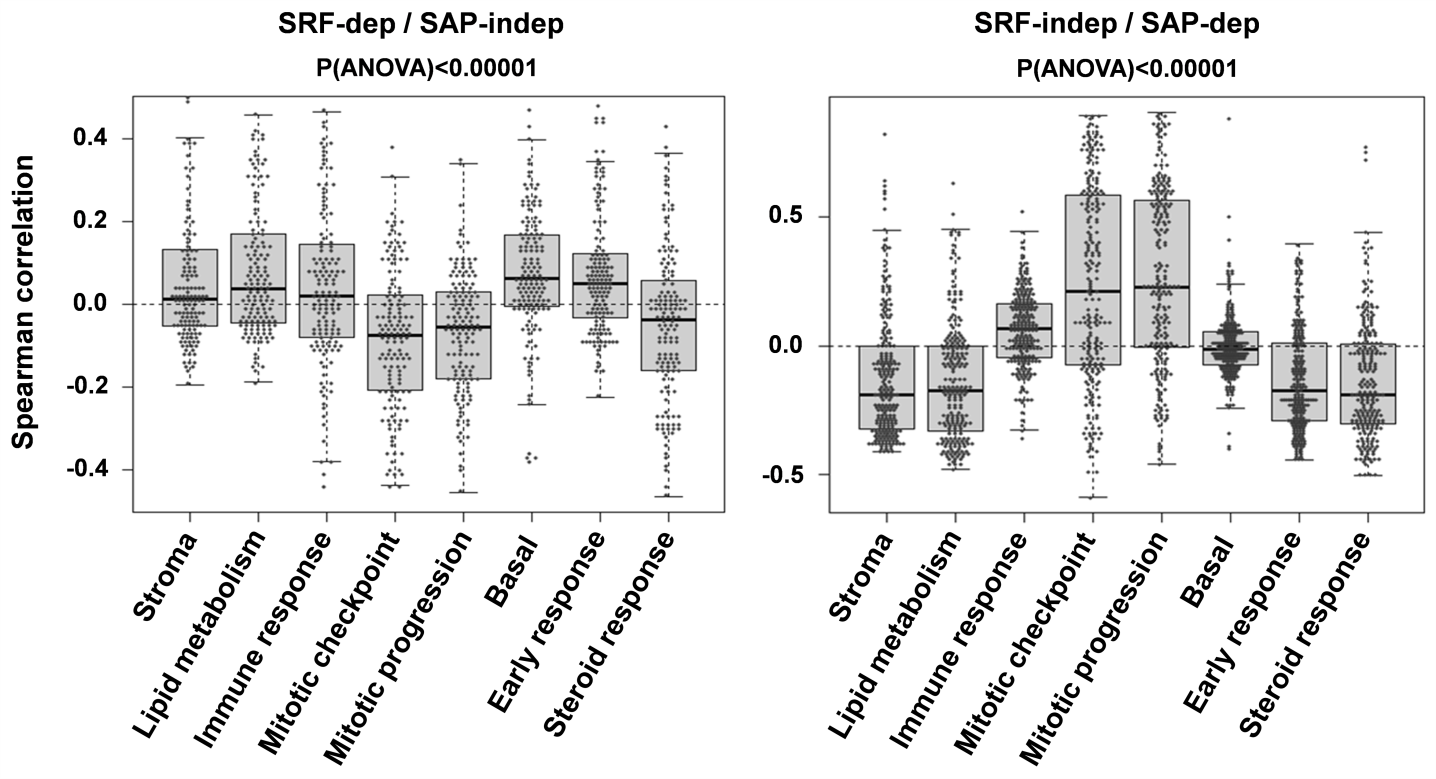
**

**Figure S3. SAP-dependent Mkl1 target genes are correlated with a very high significance (P < 0.00001) with the two proliferation modules – mitotic checkpoint and mitotic progression.** Functional correlation of genes in the SRF-dependent/SAP-independent (left panel) and SRF-independent/SAP-dependent (right panel) gene sets to different gene expression modules emulating breast cancer-specific biological processes [33] was performed using the GOBO bioinformatics tool. For each gene module and gene in the two gene data sets, a Spearman correlation value is computed by comparing the expression pattern across all samples for a specific gene to the corresponding rank sum for each sample in the specific module. Dots indicate actual correlation values.

How the deposited data were processed for this re-analysis (not part of the article)

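RNA of HC11-FL, HC11-mutB1 and HC11-ΔSAP cells was profiled on Affymetrix mouse gene arrays, with 3 arrays per strain and 9 arrays in all. Every culture had been kept for 48 h in 0.03% FCS. The authors processed the scans with RMA, which corrects the background, brings all arrays to 1 distribution and combines the probes of a probeset by median polish. The submitters' processing notes name R 2.10.0 and the affy package. The deposited table holds log2 expression values of 34760 probesets. Scans, scan dates and slides were not used here, so neither the background step nor a scan batch was examined. Array medians lay between 4.53 and 4.60, and 20133 to 20548 probesets per array reached a log2 value of 4, below which the signal is close to background.

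In 15714 probesets (45.2%) exactly the same value, compared as deposited and without rounding, occurs in 2 or more arrays, and among expressed probesets 193 have 1 value in all 3 HC11-FL arrays, Anln and Car12 among them. An SD of 0 there does not mean that the cultures were free of variation. Where repeated values fall within 1 strain, the SDs, SEs and adjusted p-values of such probesets may be too small. The cause of the repeated values was not tested.

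Probesets were assigned to genes by the annotation of the array, in which 21640 probesets have 1 gene symbol, 1321 have several and 11799 have none listed. Symbols given here follow the paper where they differ from the annotation: Mkl1 is Mrtfa, Mkl2 is Mrtfb, Wisp1 is Ccn4 and p15(PAF) is Pclaf. For tests by gene, 1 probeset per gene was used: the probeset listed in the paper's tables, otherwise the one with the highest mean. This gave 13156 genes with a mean log2 expression of at least 4.

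Differences were tested with limma 3.58.1 in R 4.3.3, with 1 mean per strain and a spread shared by all 9 arrays. The moderated test has 6 residual and 1.93 prior degrees of freedom. P-values were adjusted by Benjamini and Hochberg over all probesets, and the filters were those of the paper's methods: an adjusted p of at most 0.01, a fold of at least 2 and a mean log2 expression over all arrays of at least 4. On simulated arrays with 34760 probesets, 49 of 50 probesets changed by 2.5-fold between HC11-ΔSAP and HC11-FL passed, 48 of 50 at 4-fold and 50 of 50 at 8-fold. Of 50 changed by 1.5-fold, a size under the fold minimum, 0 passed the filters and 30 passed the adjusted p alone. No unchanged probeset passed. Recovery was not broken down by expression level, so it is not known for probesets near the expression minimum.

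The 24 gene lists were written from textbook knowledge after the paper and its Tables S1 to S3 had been read, and before the array values were seen. Each was tested with camera (preset correlation of 0.01, and again with an estimated correlation), adjusted over the lists, with a threshold of 0.05. Overrepresentation in the 3 gene groups was tested by Fisher's exact test against the 13156 expressed genes. As the members of the groups in Tables S1 to S3 were known when the lists were written, the p-values of both tests on these lists are descriptive. Where the text gives a number of members as lower or higher, this is at an adjusted p of at most 0.01 over all probesets with no fold minimum.

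Genes named in the text are, for each comparison with HC11-FL, the 10 with the largest fold in each direction among those that passed with all arrays of 1 strain above those of the other, the genes of Table 1, a few genes fixed by name (Mkl1, Mkl2, Myocd, Srf, Acta2, Mmp2, Fos and Vcl) and the 4 members of each gene list with the largest change. Genes in Tables S1 to S3 had been seen with the paper's values. Members of a gene group given as examples of a list's overlap, and neighbours on a chromosome, were named after their values were seen.

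Gene order along the chromosomes was taken from the GRCm38.p6 reference annotation. The share of genes with a neighbour of the same group was compared with 10000 random gene sets. As the members of the groups in Tables S1 to S3 had been read before, the p-values of this test are descriptive. The alternatives tried include other filters, fits and scalings, the replicate number as a block, and each array left out in turn. The qRT-PCR, protein, promoter and tumour analyses of the paper were not analysed here.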

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

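The tests of a copy number difference of chromosome 8 and of the chromosome 9 segment, of cross-hybridization, of the Mkl1 level, of other genes of the same intensity for the segment, and of random gene sets for the mitosis genes were chosen after the values had been seen. Cyclic loess, planned for the same purpose, moved no array median by more than 0.027 and decides nothing about an intensity-dependent bias.

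A run of neighbouring genes on chromosome 9 was lower in both mutant strains, a signal the paper does not discuss. Of 12 expressed genes between Dcun1d5 and Arhgap42, 10 belong to the SRF-dependent/SAP-dependent group, and 7 of the 8 genes outside the Mmp family were lower in both strains at an adjusted p of at most 0.01. Cross-hybridization among Mmp probesets does not account for the shift, since the median log2 fold change of the genes outside the family was -1.47 in HC11-mutB1 and -1.68 in HC11-ΔSAP cells, and an intensity-dependent bias does not either, since the other expressed genes of the same intensities had median log2 fold changes between -0.054 and 0.035 in both comparisons. A copy number difference between the strains and joint regulation cannot be told apart: the share of 87.5% of the genes outside the family lower in both decides nothing, because the segment was drawn around such genes, 9 of 10 flanking genes were not lower in both while Dync2h1 was, and Birc3 within the segment was higher in HC11-ΔSAP cells. A dependence of the segment on both Mkl1 domains stays open as well, because each construct was present in 1 strain.

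Genes of chromosome 8 were higher in both mutant strains, with a median log2 fold change of 0.23 in HC11-mutB1 and 0.26 in HC11-ΔSAP cells over 733 expressed genes, again outside what the paper discusses. None of 1000 random gene sets of matched mean expression reached either median (0 in both comparisons), which argues against an intensity-dependent bias. Of these genes, 72.0% in HC11-mutB1 and 75.0% in HC11-ΔSAP cells were higher (camera over chromosomes, adjusted p = 0.011 and 0.018 with an estimated correlation). These shares restate the shift that prompted the test. They cannot tell a copy number difference between HC11-FL and the other strains from another cause. Chromosomes 1, 2, 4 and 10 also shifted in both strains with an estimated correlation, by smaller medians. Chromosome 4 did not pass with the preset correlation. A copy number difference is a hypothesis from the same data, no DNA was measured, and no biological explanation was tested.

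Of 85 mitosis genes, 69 were lower in HC11-ΔSAP and 39 higher in HC11-mutB1 cells. With an estimated correlation the reduction (camera, adjusted p = 0.029) and the direct comparison of the mutant strains (0.012) passed but the rise in HC11-mutB1 cells did not (0.15). Copy number differences of chromosomes do not account for the reduction, since the median of the mitosis genes was lower on 18 of 18 chromosomes that hold 2 or more of them (100%), nor does an intensity-dependent bias, since 0 of 1000 random gene sets of matched mean expression reached the median in either comparison (-1.06 in HC11-ΔSAP and 0.41 in HC11-mutB1 cells). The Mkl1 probeset was 1.39-fold lower in HC11-ΔSAP cells, and whether a lower level of the construct contributed cannot be told apart from the loss of the SAP domain on the arrays, because no other arrayed strain carries full length Mkl1 at such a level. The paper, however, states that the strains were sorted for similar levels of Mkl1-RFP protein and that immunoblots showed about equal overexpression. It reports less BrdU uptake in HC11-ΔSAP than in empty vector cells, and no change of cell behaviour by overexpression of full length Mkl1. No empty vector strain was arrayed, so this was not tested on transcripts. The loss of the SAP domain stays among the open explanations. So does a dominant-negative effect of ΔSAP-Mkl1 on SRF-mediated action, which the paper names as a possibility.

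DNA replication genes differed between the mutant strains in the same way. Of 60 genes, 37 were lower in HC11-ΔSAP than in HC11-FL cells. In the direct comparison, 41 were lower and 0 higher in HC11-ΔSAP than in HC11-mutB1 cells (camera, adjusted p = 0.012 with an estimated correlation). The paper's scatter plot covers all transcripts, but the paper does not count or list the probesets that were higher in the mutant strains. These were 335 in HC11-mutB1 and 303 in HC11-ΔSAP cells. Mmp2, given by the paper as unaffected by Mkl1 overexpression, had a log2 fold change of 1.44 in HC11-ΔSAP against HC11-FL cells. Both of these strains overexpress an Mkl1 construct, so the comparison is a different one. Hypoxia and glycolysis genes, which the paper does not discuss as a group, were lower in 22 of 36 cases in HC11-mutB1 and in 26 of 36 in HC11-ΔSAP cells, and with an estimated correlation the list passed in HC11-ΔSAP (adjusted p = 0.025) but not in HC11-mutB1 cells (0.063). Of 34 interferon-stimulated genes, 16 were lower in HC11-mutB1 cells, where the list did not pass with an estimated correlation (adjusted p = 0.26).

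For the comparisons of 3 against 3 arrays there are 10 splits, too few for a share under 0.05. The real split gave 580 probesets between HC11-mutB1 and HC11-FL, 610 between HC11-ΔSAP and HC11-FL and 580 between the mutant strains, with 1 split in 10 reaching each of these counts and 0 probesets in the highest of the other splits. For gene lists by camera with the preset correlation, the real split gave 10 in HC11-mutB1 (1 split as large, highest other 6) and 8 in HC11-ΔSAP cells (2 splits as large, highest other 8). Over 100 groupings of the 9 arrays, 1 grouping, the real one, reached 140, 105 and 202 probesets. The highest of the others, all of which mix the strains, gave 138, 87 and 151. No mixed grouping reached the real 105 or 202 probesets. Mixing strains widens the spread within groups, however, and each construct was present in 1 strain. The groupings therefore cannot exclude a chance difference between strains for any group. For the first group the margin is 2 probesets. There the 138 lies within the range of 136 to 147 found with 1 array left out, so this count does not exclude chance.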

How the results depend on the processing

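The 9 counts of probesets stayed within 1.5 times their value in a fit of only the strains compared, with an intensity trend, array weights, arrays centred again on their medians, cyclic loess, no expression minimum, the minimum set on the highest strain mean, annotated probesets only, the methods' t-test and an adjusted p of at most 0.05. With a minimum mean of 6, fewer probesets are tested: 160 were lower in HC11-mutB1, 66 in both strains and 155 higher in HC11-ΔSAP than in HC11-mutB1. A fold minimum of 1.5 admits more by construction: 584 lower and 981 higher in HC11-mutB1, 763 lower and 1015 higher in HC11-ΔSAP, groups of 346, 238 and 525, and 806 lower and 571 higher in HC11-ΔSAP than in HC11-mutB1. Requiring no reduction at any fold in the other strain left 81 probesets in the SRF-dependent/SAP-independent group.

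Leaving out 1 array at a time gave 235 to 251 lower and 320 to 337 higher in HC11-mutB1, 287 to 316 lower and 287 to 320 higher in HC11-ΔSAP, groups of 136 to 147, 96 to 105 and 191 to 212, and 332 to 358 lower and 209 to 234 higher between the mutant strains. The correlation of both comparisons ranged from 0.54 to 0.57, and Spearman's rho was 0.53. With 1 array left out, 7 to 9 lists passed camera in HC11-mutB1 (10 with all arrays) and 6 to 9 in HC11-ΔSAP cells. With an estimated correlation they were 0 and 4.

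Cultures numbered 1 deviated together in all 3 pairs of strains (r from 0.11 to 0.26, each the best match). The 6 pairs numbered 2 or 3 did not (r from -0.11 to 0.08, best match in 1), so the numbers were not taken to pair the cultures. HC11-FL culture 2 best matched culture 3 of HC11-mutB1 (r = 0.23) and of HC11-ΔSAP (r = 0.21). HC11-mutB1 culture 2 best matched HC11-ΔSAP culture 3, at a weaker r of 0.055. A batch shared under exchanged numbers was not tested. With the replicate number as a block the counts were 243 and 334 in HC11-mutB1, 304 and 300 in HC11-ΔSAP, 138, 105 and 199 for the groups, and 340 and 230 between the mutant strains.

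In HC11-mutB1 cells, Cd34 (0.38) and Mmp2 (0.38) did not pass the adjusted p in a fit of only the strains compared, which uses fewer arrays, and Nox4 did not after median centring (-0.48) or cyclic loess (-0.46); the cause was not tested. Without 1 array, Cd34 ranged from 0.32 to 0.42, Mcm6 from -0.31 to -0.25, Nox4 from -0.56 to -0.45 and p15(PAF) from 0.32 to 0.41, and the call at an adjusted p of 0.01 changed in 3, 1, 7 and 1 of the 9 fits. Chosen after seeing the data, centring each chromosome within each array gave groups of 139, 104 and 199, with 126, 100 and 191 probesets shared, and leaving out the chromosome 9 segment left 95 probesets lower in both strains. Values below a log2 level of 4 lie close to background and limit the size of large folds.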

Differences from the paper's values

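The 14 folds of Table 1 that could be compared lay within 1% of the paper's, and the group sizes of 140, 105 and 202 probesets were close to the paper's 141, 113 and 205. Every probeset of each group is in the paper's table for that group. With no expression minimum, or with the minimum set on the highest strain mean, both planned before the data were examined, the groups held 141, 113 and 205 probesets.

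The paper states that Mkl1 overexpression did not affect the Mmp2 transcript. No empty vector strain was arrayed, so only strains that all overexpress an Mkl1 construct could be compared. Mmp2 was 2.72-fold higher in HC11-ΔSAP than in HC11-FL cells, past all 3 filters, and 1.30-fold higher in HC11-mutB1 cells. Mmp3 and Mmp12 were lower in both strains, as the paper states.

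The paper describes the blue and green groups of Fig. 1A as unaffected in the other strain. At an adjusted p of at most 0.01 and any fold, 59 of the 140 probesets lower in HC11-mutB1 cells were also lower in HC11-ΔSAP cells and 25 were higher, while 56 did not pass. Of the 202 probesets lower in HC11-ΔSAP cells, 40 were lower and 50 higher in HC11-mutB1 cells, and 112 did not pass.

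In Fig. S1, measured by qRT-PCR, Lox is lower in HC11-ΔSAP than in HC11-mutB1 cells. On the arrays the order was the opposite, with a reduction of 144-fold in HC11-mutB1, where its mean lay under the expression minimum, and 4.61-fold in HC11-ΔSAP cells. The samples differ: the qRT-PCR used 3 batches of the strains after 24 h of incubation, the arrays cultures starved for 48 h, and the cause of the difference was not tested. Both put Lox below HC11-FL control cells in both strains. In the same figure Car12 is lower and Nox4 slightly higher in HC11-mutB1 than in HC11-FL cells, while on the arrays Car12 was 1.54-fold higher (adjusted p = 5.9e-04) and Nox4 1.41-fold lower (adjusted p = 0.0085).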

Other observations

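The genes most increased in HC11-ΔSAP cells included the receptor Sirpa (17.6-fold, and 5.79-fold in HC11-mutB1 cells), the adhesion molecule Ncam2 (12.0-fold and 2.09-fold), the chemokine Ccl3 (10.2-fold, and 1.04-fold with adjusted p = 0.72 in HC11-mutB1 cells) and mesothelin (Msln, 8.21-fold and 4.31-fold). In HC11-mutB1 cells the matrix protein gene Edil3 (12.1-fold), the receptor Lpar1 (7.97-fold) and Igfbp4 (7.25-fold), which binds insulin-like growth factors, were among the most increased, and all 3 were also higher in HC11-ΔSAP cells (7.20-fold, 4.04-fold and 2.69-fold). Igsf10 (8.67-fold), Lratd1 (7.93-fold) and Fam20a (7.38-fold) were also among the 10 most increased in HC11-mutB1 cells. In HC11-ΔSAP cells these did not pass an adjusted p of 0.01 (limma, adjusted p = 0.97, 0.13 and 0.048). The HC11-FL means of Ncam2, Edil3 and Igsf10 lay under the expression minimum, so the size of their folds is uncertain. The intermediate filament gene Vim, a mesenchymal marker, was lower in both strains (2.31-fold in HC11-mutB1 and 6.27-fold in HC11-ΔSAP cells), whereas Zeb2, a transcription factor of mesenchymal transition, was 7.41-fold lower in HC11-mutB1 and 1.34-fold lower in HC11-ΔSAP cells. Other mesenchymal markers rose, Cdh2 among them, and of the 15 members of this list 4 were lower and 3 higher in HC11-mutB1 and 4 lower and 4 higher in HC11-ΔSAP cells.

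Hypoxia and glycolysis genes were lower in both strains by camera (adjusted p = 2.5e-10 in HC11-mutB1 and 1.1e-14 in HC11-ΔSAP cells; 0.063 and 0.025 with an estimated correlation). Of 30 histone genes, 13 were lower and 0 higher in HC11-ΔSAP cells (estimated correlation, adjusted p = 0.029), and of 32 cyclins, CDKs and E2F factors 17 were lower and 2 higher (0.059), with Ccnd2 6.82-fold lower. Cholesterol synthesis genes were lower in 8 of 20 cases in HC11-ΔSAP cells (0.056). In HC11-mutB1 cells, 16 of 34 interferon-stimulated genes were lower and 1 higher (0.26), 10 of 23 basal and myoepithelial markers were higher and 4 lower (0.26), with Jag1 4.31-fold higher, and 8 of 26 immediate early genes were higher and 2 lower (0.42). None of these HC11-mutB1 lists passed with an estimated correlation.

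The remaining lists did not pass camera with the preset correlation in HC11-mutB1 or HC11-ΔSAP cells, apart from the SRF targets in HC11-ΔSAP cells (13 of 42 lower, 5 higher, adjusted p = 0.044; 0.38 with an estimated correlation), the histones and the cholesterol synthesis genes in HC11-mutB1 cells (3 of 30 higher and 2 lower, adjusted p = 0.024; 6 of 20 lower and 1 higher, adjusted p = 0.049; 0.26 and 0.32 with an estimated correlation) and the matrix metallopeptidases in both (adjusted p = 5e-04 and 0.035; 0.077 and 0.12 with an estimated correlation). These remaining lists were CDK inhibitors and pocket proteins, extracellular matrix, epithelial junctions and luminal markers, mesenchymal transition, milk and lactation, p53 targets, YAP/TEAD targets, reference genes, and markers of leukocytes, endothelial cells, adipocytes and fibroblasts. Among 9 endothelial markers 0 were lower and 0 higher by limma in either strain.

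Chromosome 8 was not the only chromosome to shift in both strains. With an estimated correlation, chromosome 1 was lower (median log2 fold change -0.13 in HC11-mutB1 and -0.15 in HC11-ΔSAP cells, adjusted p = 0.040 and 0.034) and chromosome 2 higher (0.18 and 0.08, adjusted p = 0.011 and 0.034), and chromosome 10 passed in both strains with medians under 0.1 in size, as did chromosome 4, which did not pass with the preset correlation (adjusted p = 0.075 and 0.070). Chromosome 18 was higher by 0.23 and 0.17 (adjusted p = 0.040 and 0.083), and chromosomes 5 and 11 passed in 1 strain each with medians under 0.1 in size. Chromosomes 12 and 14 shifted in 1 strain each. Over 456 expressed genes of chromosome 12 the median log2 fold change was -0.22 in HC11-ΔSAP cells (camera, adjusted p = 0.018 with an estimated correlation), and over 444 genes of chromosome 14 it was -0.22 in HC11-mutB1 cells (0.011). Of the 126 genes lower in HC11-mutB1 alone, 13 lie on chromosome 14, where 4.26 were expected (Fisher's exact test, one-sided, adjusted p = 0.0068). Of the genes lower in HC11-mutB1 alone, 12.7% had a neighbouring expressed gene of the same group (permutation test, p = 1e-04), such as Saa1, Saa2 and Saa3, and 6.35% after removing neighbours of 1 gene family (p = 0.024). Of the 98 genes lower in both strains, 14 lie on chromosome 9 (5.52 expected, adjusted p = 0.023), and of the 175 lower in HC11-ΔSAP alone, 20 lie on chromosome 1 (9.50 expected, adjusted p = 0.026). For the latter the share with a neighbour of the group was 2.29%, compared with 2.63% in random sets (permutation test, p = 0.68). The permutation p-values are descriptive, because the groups in Tables S1 to S3 had been read before.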
